# MiR-1287-5p inhibits triple negative breast cancer growth by interaction with phosphoinositide 3-kinase CB, thereby sensitizing cells for PI3Kinase inhibitors

**DOI:** 10.1186/s13058-019-1104-5

**Published:** 2019-02-01

**Authors:** Daniela Schwarzenbacher, Christiane Klec, Barbara Pasculli, Stefanie Cerk, Beate Rinner, Michael Karbiener, Cristina Ivan, Raffaela Barbano, Hui Ling, Annika Wulf-Goldenberg, Stefanie Stanzer, Gabriel Rinnerthaler, Herbert Stoeger, Thomas Bauernhofer, Johannes Haybaeck, Gerald Hoefler, Stephan Wenzel Jahn, Paola Parrella, George Adrian Calin, Martin Pichler

**Keywords:** Non-coding RNA, microRNAs, Breast cancer

## Abstract

**Background:**

Non-coding RNAs and especially microRNAs have been discovered to act as master regulators of cancer initiation and progression. The aim of our study was to discover and characterize the function of yet functionally uncharacterized microRNAs in human breast carcinogenesis.

**Methods:**

In an unbiased approach, we utilized an established model system for breast cancer (BC) stem cell formation (“mammosphere assay”) to identify whole miRNome alterations in breast carcinogenesis. Clinical samples of BC patients were used to evaluate the human relevance of the newly identified miRNA candidates. One promising candidate, miR-1287-5p, was further explored on its impact on several hallmarks of cancer. The molecular mode of action was characterized by whole transcriptome analysis, in silico prediction tools, miRNA-interaction assays, pheno-copy assays, and drug sensitivity assays.

**Results:**

Among several other microRNAs, miR-1287-5p was significantly downregulated in mammospheres and human BC tissue compared to normal breast tissue (*p* < 0.0001). Low expression levels were significantly associated with poor prognosis in BC patients. MiR-1287-5p significantly decreased cellular growth, cells in S phase of cell cycle, anchorage-independent growth, and tumor formation in vivo. In addition, we identified PIK3CB as a direct molecular interactor of miR-1287-5p and a novel prognostic factor in BC. Finally, PI3Kinase pathway chemical inhibitors combined with miR-1287-5p mimic increased the pharmacological growth inhibitory potential in triple negative BC cells.

**Conclusion:**

Our data identified for the first time the involvement of miR-1287-5p in human BC and suggest a potential for therapeutic interventions in difficult to treat triple negative BC.

**Electronic supplementary material:**

The online version of this article (10.1186/s13058-019-1104-5) contains supplementary material, which is available to authorized users.

## Translational relevance

Triple negative breast cancer is an aggressive variant with limited treatment options due to a lack of understanding of molecular and genetic characteristics. MicroRNAs have been described as master regulators of carcinogenesis in all types of cancer of epithelial origin, and clinical trials using microRNA-based therapeutics have entered the stage of in-human trials. The fundamental understanding which and how microRNAs are relevant in triple negative breast cancer may improve the understanding of pathogenesis and carry potential for novel treatment options. In this study, we add evidence that one of these microRNAs, miR-1287-5p, is downregulated in mammospheres and breast cancer tissues, and these low expression levels are associated with poor survival in breast cancer patients. Based on these clinically relevant observations, we comprehensively characterized miR-1287-5p in cell lines and mice and identified this microRNA for the first time as a tumor suppressive factor in triple negative breast cancer. Moreover, miR-1287-5p directly interacts with members of the PI3Kinase signaling pathway and sensitizes cells to PI3Kinase inhibitors. Our study provides for the first time evidence that miR-1287-5p contributes to breast carcinogenesis and delivery of miR-1287-5p together with PI3Kinase inhibitors which might represent a novel treatment strategy in triple negative breast cancer patients.

## Background

Breast cancer (BC) accounted for nearly 30% of all new cancer diagnoses in women in 2017 in the Unites States [1]. BC is a heterogeneous disease in terms of clinical outcome, biological behavior, and treatment response [2]. BC can be categorized by genomic expression patterns into several subtypes including luminal A, luminal B, human epidermal growth factor receptor type 2 (HER2) enriched, basal-like, claudin-low, and normal-like subtype [3, 4]. Many studies reported that women with basal-like BC had shorter relapse-free and overall survival times than women with other types of BC [5]. The basal-like BC type has many overlapping features of the so-called triple negative breast cancer (TNBC), a category commonly defined by the routinely used immunohistochemistry workflow [5]. TNBC is characterized by the absence of estrogen receptor (ER-) and progesterone receptor (PR-) together with a lack of HER2 receptor expression. Patients with TNBC have a poor prognosis with short disease-free and overall survival and an increased risk for early relapse or distant recurrence within the first years after initial diagnosis [6]. Because of the lack of understanding the biology and the lack of identification of new druggable targets, there are only few molecular-targeted therapies available for TNBC including recently established PARP inhibitors in BRCA1-mutated tumors [7]. Thus, search for novel molecular factors that influence growth and carcinogenesis of TNBC cells is an unmet medical need for developing novel strategies to prevent cancer progression and BC-related death.

MicroRNAs (miRNAs) are a class of small non-coding RNAs that negatively regulate protein-coding gene expression through post-transcriptionally targeting of their respective mRNAs [8]. These small endogenous RNA molecules, approximately 22 nucleotides in length, are evolutionarily ubiquitous, indicating their participation in a wide range of genetic regulatory and immune-related pathways [9–12]. It has been proven that miRNAs are involved in cancer pathogenesis of solid tumors and can act either dominantly or recessively, through regulation of formation of proteins [13, 14]. MiRNAs might also serve as promising biomarkers for diagnosis, prognosis, and prediction of treatment efficacy in BC and other types of cancer [15–18]. The so-called mammosphere assay has been developed by Dontu and colleagues and is an in vitro cell culture model for human mammary epithelial cells that are growing as tumor spheres under non-adherent conditions [19]. These mammospheres are multicellular, three-dimensional structures, and they contain a higher number of mammary stem cells and undifferentiated progenitor cells [19]. The cancer stem cell (CSC) theory suggests that CSCs or cells with stemness features are an important factor in carcinogenesis, tumor growth, metastasis, and recurrence of cancer because of their tumor-initiating and tumor maintenance ability [20]. In the present study, we aimed to identify novel miRNAs with a role in BC carcinogenesis based on the enrichment in this stem cell-related mammospheres. Based on a global microRNome-based profiling and unbiased approach, we further deeply explored one yet uncharacterized miRNA, miRNA-1287-5p, in TNBC carcinogenesis.

## Materials and methods

### Cell culture

In this study, we used the triple negative BC cell lines SUM159, BT549, MDA-MB-231, MDA-MB-468, and HCC1937; the endocrine receptor positive T47D, MCF7, and BT474; and the HER2 receptor positive HCC1937 and SKBR3 [20]. The BC cell line SUM159 was purchased from Asterand (Detroid, MI, USA); KPL-1 was from DMSZ (Braunschweig, Germany); BT549, MDA-MB-231, MDA-MB-468, MCF-7, BT474, T47D, HCC1419, HCC1937, SKBR3, and the embryonic kidney cell line HEK-293 were obtained from American Type Culture Collection (ATCC; Manassas, CA, USA). BT549, T-47D, HCC-1419, and HCC1937 cells were maintained in RPMI 1640 (with l-glutamine, Gibco, Darmstadt, Germany) 10% fetal bovine serum (FBS) gold (Biochrom, Cambridge, UK) and 1% penicillin/streptomycin (for all used cell lines: penicillin: 10000 units/ml, streptomycin: 10.000 μg/ml, Gibco); SUM159 cells were grown in Ham’s F12 containing 1 mmol/L l-glutamine (GE Health Care Life Sciences, Pittsburgh, USA), 2 mmol/L HEPES buffer (Gibco), 5 μg/ml insulin actrapid (Novo Nordisk, Vienna, Austria), 1 μg/ml hydrocortisone (Sigma-Aldrich, Vienna, Austria), 1% penicillin/streptomycin (Gibco), and 5% FBS gold (Biochrom). MDA-MB-231, MDA-MB-468, KPL-1, and HEK-293 cells were maintained in high-glucose DMEM (Gibco), 10% FBS gold (Biochrom), and 1% penicillin/streptomycin (Gibco). MCF-7 cells were grown in MEM with Earle’s salts containing 2 mmol/L l-glutamine (PAA, Pasching, Austria), 1% sodium pyruvate (Gibco), 1% penicillin/streptomycin (Gibco), and 10% FBS gold (Biochrom). BT474 were cultured in RPMI 1640 (with l-glutamine, Gibco), 20% FBS gold (Biochrom), 1% penicillin/streptomycin (Gibco), and 10 μg/ml insulin Actrapid (Novo Nordisk). SKBR3 were grown in McCoy’s 5A modified Medium (Gibco; w/o l-glutamine, 2,2 g/L sodium bicarbonate) 1% penicillin/streptomycin (Gibco) and 10% FBS gold (Biochrom). All cell lines were grown in a 5% CO_2_ humidified incubator at 37 °C. The BC cell lines were authenticated at the Cell bank of the Core Facility of the Medical University of Graz, Austria, by performing a STR profiling analysis (Kit: Promega, PowerPlex 16HS System; Cat.No. DC2101, last date of testing: March 3, 2016). Mycoplasma testing was performed using the Venor GeM Mycoplasma Detection Kit (Minerva Biolabs, Berlin, Germany). After obtaining a confluence of approximately 70%, total RNA was isolated following a standard TRIzol protocol (Invitrogen, Thermo Fisher Scientific, Waltham, MA USA) according to the manufacturer’s instructions.

### Sphere assay (“Mammosphere assay”)

To identify novel miRNAs associated in breast carcinogenesis, we generated tumor spheres as previously described with slight modifications [19]. In detail, the adherent growing BC cell lines were dissociated into single cells using trypsin/EDTA and 2,000 single cells per well seeded in ultra-low attachment six-well plates (Corning, NY, USA) using serum-free MEBM (Lonza, Basel, Switzerland) medium (SFM) supplemented with 1xB27 supplement (Gibco), 20 ng/ml human epidermal growth factor (EGF; Peprotech, Hamburg, Germany), 10 ng/ml human basic fibroblast growth factor (FGF; Peprotech), 20 IU/ml Heparin (Baxter, Vienna, Austria), and 1% antibiotic/antimycotic solution (Thermo Fisher Scientific, containing 10,000 units/mL of penicillin, 10,000 μg/mL of streptomycin, and 25 μg/mL of Gibco Amphotericin B). Spheres and corresponding adherent growing cells were harvested and RNA was extracted for the microarray analysis using the miRNeasy Kit (Qiagen, Hilden, Germany).

### MiRNA microarray analysis

To assess differentially expressed miRNAs in adherent growing cells compared to mammospheres in three different BC cell lines in biological triplicates, total RNA was isolated using the miRNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. Total RNA was checked on Bioanalyzer BA2100 (Agilent; Foster City, CA) for excellent quality. All samples showed a RIN (RNA integrity number) > 9. The whole transcriptome analysis was performed on Affymetrix GeneChip miRNA Arrays v3 (Affymetrix; Santa Clara, CA, USA) as instructed by the manufacturer’s protocol. Hybridizations were done at the Core Facility Molecular Biology at the Centre of Medical Research at the Medical University of Graz. Raw data is available at the Gene Expression Omnibus (GEO; accession number GSE103218). Heat map for the miRNA expression levels was generated by R software.

### Patient cohort/clinical data

For comparison of matched normal breast and cancer tissue samples, a cohort of 131 BC patients was provided by the Laboratory of Oncology, IRCCS Casa Sollievo della Sofferenza, Viale Padre Pio, 71013 San Giovanni Rotondo, FG, Italy. Ethical approval and informed consent were obtained to fulfill the institutional requirements. RNA preparation and quantitative PCR were performed as previously described [21]. The relative expression levels of miR-1287-5p were determined by qRT-PCR, and expression differences in cancer tissue were compared against normal tissue. To perform a confirmation in a second cohort, we downloaded and analyzed data of publicly available patients from the Cancer Genome Atlas Project (TCGA; https://cancergenome.nih.gov/) for BC patients (Download date: December 2018). In detail, level 3 Illumina miRNASeq (Illumina Sequencing technology: Genome Analyzer) were used for miRNA expression analysis. We derived the “reads_per_million_miRNA_mapped” values for mature forms for each miRNA from the “isoform_quantification” files. We downloaded patient clinical information for the TCGA patients with breast invasive carcinoma (BRCA) from cbioPortal (http://www.cbioportal.org/). For the miRNA-Seq data for primary tumors, we derived the ‘reads_per_million_miRNA_mapped’ values for the mature form of hsa-miR-1287-5pMIMAT0005878 hsa-miR-4521 MIMAT0019058 hsa-miR-27a-5p MIMAT0004501 hsa-miR-3150b-3p from the “Isoform Expression Quantification” files from Genomic Data Commons Data Portal (https://portal.gdc.cancer.gov/). The log2-transformation was applied to miRNASeq data. We ended up with a number of 916 primary tumor cases and 93 normal adjacent tissue with miRNA data. Among them there are 92 matched tumor-normal pairs. To be able to determine the expression difference for each miRNA between normal and tumor tissue, we first employed a Shapiro-Wilk test to verify if the data follows a normal distribution. Accordingly, the *t*-test, respectively the nonparametric Mann Whitney Wilcoxon test, was applied to assess the relationship between miRNA expression and tissue type. We performed paired and unpaired comparisons. A box-and-whisker plot (Box plot represents first (lower bound) and third (upper bound) quartiles, whiskers represent 1.5 times the interquartile range) was used to visualize the data. Analyses were carried out in R statistical environment (version 3.4.1) (http://www.r-project.org/). All tests were two-sided and considered statistical significant at the 0.05 level. For testing the prognostic significance of miR-1287-5p, we made use of the publicly available online tool (http://kmplot.com/analysis/index.php?p=service&cancer=breast_mirna) to analyze 1262 patient data from different cohorts [22]. For analysis of the prognostic value of PI3KCB, we used two publicly available online tools (http://www.oncolnc.org/ for the TCGA data set), and for validation cohort, the Kaplan-Meier plotter (http://kmplot.com/analysis/index.php?p=service&cancer=breast) as previously reported [23].

### Quantitative RT-PCR for miRNAs and mRNAs

For quantification of miRNA levels in BC cell lines, 1 μg of total RNA was reverse transcribed by the miScript II RT Kit (Qiagen) according to the manufacturer’s protocol. The following miScript Primer Assays (Qiagen) were used to validate miR-1287-5p in adherent growing cells compared to mammospheres from the miRNA microarray: Hs_miR-1287_1 miScript Primer Assay and Hs_RNU6-2_1 miScript Primer Assay. The miScript Primer Assays were applied on a LightCycler 480 Real-Time PCR System (Roche Diagnostics, Mannheim, Germany) using the miScript SYBR Green PCR Kit (Qiagen) according to the protocol. Measurements were carried out in technical and biological triplicates and RNU6-2 was used as a housekeeper. Relative miRNA expression levels were calculated using the 2^−ΔΔCT^ method according to Livak and Schmittgen [24].

For detection of mRNA expression levels, 1 μg of total RNA was reverse transcribed by using QuantiTect Reverse Transcription Kit (Qiagen) according to the manufacturer’s protocol. Quantitative RT-PCR was carried out in technical duplicates of biological triplicates using primers specific for *PIK3CB*, *LAYN*, *RAP2B*, *SMAD2*, *PLD5*, *CORO2A*, *GAPDH*, and *U6*. Primer sequences are listed in Additional file 1: Table S1. Quantitative RT-PCR was done on a LightCycler® 480 Real-Time PCR System (Roche Diagnostics) using the QuantiTect SYBR Green PCR Kit (Qiagen) according to the manufacturer’s standard protocol. The arithmetic mean of the housekeeping genes GAPDH and U6 was used for normalization, and relative gene expression levels were calculated using a standard 2^−ΔΔCT^ method [24]. Each experiment was performed in three independent biological replicates.

### Protein extraction and Western blot

Total proteins from BC cells were extracted using radioimmunoprecipitation assay (RIPA) buffer (Sigma-Aldrich). Of total cellular proteins, 20 μg were resuspended in 4x Laemmli buffer (BioRad, Hercules, CA, USA) and heated at 95 °C for 10 min. Proteins were separated by a 4–15% Mini-PROTEAN® TGX™Precast Gel (BioRad), transferred onto a nitrocellulose membrane (BioRad), and the membrane was blocked for 1 h with 3% non-fat dry milk in 1xTris buffered saline (TBS; BioRad)/0.1% Tween-20 (Sigma-Aldrich). Immunoblotting was performed, and antibodies specific for PIK3CB (mAb #3011, CellSignaling, diluted 1:1000 in 1% non-fat dry milk in Tris buffered Saline/0.1% Tween-20) and β-actin (AC-15, Sigma-Aldrich, diluted 1:5000 in 1% non-fat dry milk in Tris buffered Saline/0.1% Tween-20) were detected using HRP-conjugated anti-mouse (Dako, Glostrup, Denmark, dilution 1:5000) or anti-rabbit (Santa Cruz, dilution 1:1000) antibodies. Visualization was performed using an enhanced chemiluminescence detection system (Super Signal West Pico, Thermo Scientific, Rockford, IL) on a BioRad ChemiDoc Touch device. Relative quantification of protein expression was performed using the ImageJ (NIH, Bethesda, Maryland) software. Therefore, the band density of the protein of interest was measured and divided by the density of the loading control beta actin.

### In vitro transient transfection of miR-1287-5p mimic/inhibitor

To achieve transient overexpression or reduction of miR-1287-5p expression in BC cell lines, the miR1287-5p mimic (Syn-hsa-miR-1287-5p miScript miRNA Mimic, 50 nM), inhibitor (Anti-hsa-miR-1287-5p miScript miRNA Inhibitor, 50 nM), and recommended negative control (miScript Inhibitor Negative Control and AllStars Negative Control, 50 nM) were used according to protocol recommendation of the manufacturer (Qiagen). Cells in 6-well plates were transfected using the fast-forward transfection protocol; cells in 96-well plates were transfected using the reverse transfection protocol using the HiPerFect Transfection Reagent protocol (Qiagen) according to the manufacturer’s instructions. To confirm the reached levels of overexpression or silencing, quantitative RT-PCR was used in comparison to the respective controls.

### Lentiviral-transduced stable overexpression of miR-1287 precursor and mature form of miR-1287-5p

MDA-MB-231 and SUM159 cells were seeded and incubated overnight in complete growth medium in 24-well plates. After 24 h, the medium was replaced with complete growth medium containing ViralPlus Transduction Enhancer (1:200, ABM, Richmond, BC, Canada) and 8 μg/ml polybrene (Santa Cruz Biotechnology, Santa Cruz, CA, USA). Cells were infected by adding 10 μl miR-1287 precursor (LentimiRa-GFP-hsa-miR-1287precursor Virus, ABM), miR-1287-5p lentiviral particles (LentimiRa-GFP-hsa-miR-1287-5p Virus, ABM), or control lentiviral particles (Lenti-III-mir-GFP Control Virus ABM). Stably transfected cells were continuously selected with 1 μg/ml puromycin dihydrochloride (Gibco) for 4 weeks and expression levels were determined by qRT-PCR.

### Cellular growth assays

To test whether manipulation of miR-1287-5p expression levels influences cellular growth rate of BC cells, we measured the short-term effects (96 h) by applying the WST-1 proliferation assay (Roche, Applied Science, Mannheim, Germany). Cell lines were seeded in 96-well plates and transiently transfected with the mimic or inhibitor using the reverse transfection protocol and HiPerFect Transfection Reagent (Qiagen) in six technical replicates. Stable lentiviral-transduced cells were also seeded in 96-well plates. Cells were incubated from 24 to 96 h, and every 24 h, the WST-1 proliferation reagent was added in the wells according to the manufacturer’s recommendations. Colorimetric changes were measured using a SpectraMax Plus (Molecular Devices, Germany) at a wavelength of 450 nm with a reference wavelength at 620 nm. Three independent biological replicates were performed each.

To confirm the cellular growth changes after altered miR-1287-5p expression levels by a second independent method, a clonogenic (i.e., colony formation assay) was performed. Transient transfected cells were trypsinized 24 h after transfection. After trypsinization, cells were counted and seeded for colony formation assay in six-well plates at 100–500 cells/well, depending on the cell line. Cells were cultured at 37 °C and 5% CO_2_ and after 10–21 days, cells were fixed as well as stained with 0.01% (*w*/*v*) crystal violet (Sigma-Aldrich) in 20% methanol and PBS. The number of colonies was counted, and each experiment was carried out in biological and technical triplicates.

### Xenograft experiments

To measure the effects of miR-1287-5p in vivo, we injected SUM159 cells stably overexpressing miR-1287-5p or control transduced cells into 5-week-old female nude mice (NU/NU Crl:NU-Fox1nu, Charles River Laboratories; Sulzfeld, Germany). Briefly, 1 × 10^6^ cells were resuspended in phosphate-buffered saline (PBS; 1:1 mixed with matrigel, Corning) and subcutaneously injected into the mammary fat pad of the mice. Cells with miR-1287-5p overexpression were injected in the left mammary fat pad, control cells in the right. A total number of seven mice were used for the in vivo experiments. Tumor growth was monitored every few days by caliper measurements, and animals were sacrificed before tumors reached a diameter of 10 mm. Tumors were harvested for histological analyses, and tumor volumes were calculated by the equation *V*(mm^3^) = (width)^2^ × length/2. All animal work was done in accordance with a protocol approved by the Institutional Animal Care and Use Committee at the Austrian Federal Ministry for Science and Research (BMWF) (BMWFW-66.010/0046-WF/V/3b/2016). For experiments with the miR-1287 precursor overexpressing cells, xenografts were independently generated by an external company. This experiment has been performed by a commercially external facility (EPO Berlin-Buch GmbH, Berlin, Germany) which was completely blinded to the other results of this study. 1 × 10^6^ SUM159 cells were injected subcutanously in mammary fad-pad in a volume of 20 μl to NMRI:nu/nu mice (Janvier Labs, Paris, France). Per group, seven mice were inoculated with cells. All animal experiments were performed under the guidelines of the German Animal Protection Law and with approval by the local responsible authorities. Mice were observed daily for their health status. Mice were sacrificed after 4 weeks after cell inoculation, and the size of tumors relative to the start volume was measured.

### Caspase 3/7 assay

Caspase-Glo 3/7 assay (Promega, Madison, WI, USA) was applied to measure the activity of caspase 3 and 7 according to the manufacturer’s instructions. For transient transfection experiments, BC cell lines were seeded in 96-well plates and transfected using the reverse transfection protocol and HiPerFect Transfection Reagent (Qiagen) in five technical replicates. Caspase 3 and 7 activity was measured 48 h after transient transfection. Lentiviral stable-transduced cells were also seeded in 96-well plates, and apoptosis was measured after 48 h. After adding the substrate, luminescence was measured using a luminometer (LumiStar, BMG Labtech, Ortenberg, Germany).

### Flow cytometric analysis of cell cycle with propidium iodide DNA staining

A number of 100,000 cells were seeded and transfected using the fast-forward protocol (Qiagen) in six-well plates and after 48-h cell cycle analysis was performed. Cells were fixed in 75% ethanol overnight at 4 °C, resuspended in 0.2% FBS/PBS, RNAse A treated (Qiagen, 100 μg/mL), stained with propidium iodide (PI; Sigma-Aldrich) at a final concentration of 40 μg/mL, and analyzed by flow cytometry at a BD LSRII Flow Cytometer. All analyses were performed in triplicates, and 10,000 gated events per sample were counted.

### Soft agar assay

The efficiency of colony formation of cells with altered miR-1287-5p expression in soft agar was determined by plating 2500 cells in complete growth medium containing 0.35% low gelling temperature agarose (Sigma-Aldrich) over 2 ml of growth medium containing 0.5% agar (Sigma-Aldrich) in a 35-mm dish. Cells were cultured at 37 °C and 5% CO_2_ for up to 4 weeks. Colonies were stained with 0.005% crystal violet (Sigma-Aldrich) in 20% methanol, and the number of colonies was counted using a microscope.

### In vitro transient siRNA transfection

BC cell lines were transiently transfected with a short-interfering siRNA for PIK3CB (phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit beta) (Hs_PIK3CB_5, Qiagen, 20 nM) to knockdown the gene of interest using the fast-forward transfection method in six-well plates and the reverse transfection method in 96-well plates according to the HiPerFect Transfection Reagent protocol (Qiagen). All Stars Negative Control siRNA (Qiagen, 20 nM) was used as negative control; AllStars Cell Death Control siRNA (Qiagen, 20 nM) was used to confirm transfection efficiency.

### MiR-1287-5p target identification

To detect putative miR-1287-5p target mRNAs, we applied mRNA microarrays in stable miR-1287 overexpressing SUM159 cells. Total RNA from lentiviral-transduced SUM159 miR-1287-5p overexpressing cells versus control cells in biological triplicates was isolated using the miRNeasy Mini Kit (Qiagen; Hilden, Germany; Cat No. 217004) according to the manual. The whole transcriptome analysis was performed on Affymetrix Human Gene 2.0 ST mRNA Arrays (Affymetrix; Santa Clara, CA, USA) as previously described. In detail, 250 ng of the total RNA was amplified with Affymetrix WT PLUS Reagent Kit (Affymetrix; Santa Clara, CA; Cat No. 703147) as instructed by the manufacturer’s protocol. Additionally, the cDNA was quality checked on the BioAnalyzer BA2100 (Agilent, Foster City, CA) using the RNA 6000 Nano LabChip (Agilent; Foster City, CA; Cat.No. 5065-4476). An examination of ~ 250 ng generated cRNA showed a fragment size > 2000 nt which was satisfying for further processing. The hybridization cocktail was prepared as suggested by the manual and hybridized on the arrays for 18 h at 45 °C while rotating in the hybridization oven. Washing and staining (GeneChip® HT hybridization, Wash and Stain Kit; Affymetrix, Santa Clara, CA; Cat No. 900720) was done with the Affymetrix Genechip® fluidics station 450 according to the manual (protocol on fluidics station: FS450_0002). Arrays were scanned with the Affymetrix GeneChip scanner GCS3000.

The evaluation of the hybridization controls and pre-analysis was done with Affymetrix Expression Console EC 1.3.1. Hybridizations were done at the Division Core Facility Molecular Biology at the Centre of Medical Research at the Medical University of Graz. Data pre-processing and filtering was performed using Partek Genomics Suite, v.6.6 (RMA (background correction, quantile normalization across all chips in the experiment, log2 transformation, median polish summarization)). Raw data are available at the Gene Expression Omnibus (accession number GSE103388).

### In silico target prediction

We performed a bioinformatics target prediction based on global gene expression analysis and comprising to distinct approaches as previously described [25, 26]. Gene expression data was filtered for transcripts that were at least 2-fold downregulated by miR-1287-5p (versus control cells). This subset was merged with an array of miRNA-target predictions (comprising 12 distinct algorithms) obtained from the miRWalk 2.0 database [27]. Then, 3′ UTR sequences of the subset of transcripts were obtained from ENSEMBL. These sequences were subsequently screened for the presence of distinct miR-1287-5p seed match types (8mer, 7mer-A1, 7mer-m8, 6mer, and offset 6mer sites) [8].

### Luciferase reporter assay

To confirm the direct interaction of miR-1287-5p and the putative target PIK3CB, a 65 nt region of the predicted 3′ UTR binding site of PIK3CB was cloned into a luciferase containing pEZX-MT06 Vector (Genecopoeia, Rockville, MD, USA), either the wild-type miR-1287-5p target sequence or the mutated sequence. An empty control plasmid (Genecopoeia) was used as a reference control. For the Luciferase assay, HEK cells were seeded in 24-well plates on the day prior to the transfection. After 24 h, cells were co-transfected with 200 ng pEZ-MT06miRNA reporter vector (wild-type = 5′ TGGGTGATCTCTCTGAGTCCTGGCAAC*ATCCAGCA*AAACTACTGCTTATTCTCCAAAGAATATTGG 3′ CS-HmiT011246-MT06–01; GeneCopoeia), mutated plasmid (5′ TGGGTGATCTCTCTGAGTCCTGGCAAC*ATTTATTA*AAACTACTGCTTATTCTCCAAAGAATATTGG 3′ CS-HmiT011246-MT06-01; GeneCopoeia) or negative control (empty plasmid CS-HmiT011246-MT06–01; GeneCopoeia), and 50 nM miR-1287-5p Mimic or AllStars Negative Control (Syn-hsa-miR-1287-5p miScript miRNA Mimic or All Stars Negative Control, Qiagen), using Lipofectamine 2000 Transfection Reagent (Thermo Scientific, Waltham, MA USA) and Opti-MEM Reduced Serum Medium (Thermo Scientific). Cells were harvested 24 h after transfection and the Luc-Pair Luciferase Assay Kit 2.0 was performed according to the user manual. Luminescence was measured using a luminometer (LUMIStar Omega, BMG LabTech, Ortenberg, Germany) in three independent biological replicates. The ratio of luminescence from the firefly luciferase to the *Renilla* luciferase was calculated, and the empty control plasmid was used to normalize the luciferase activity.

### PI3K inhibitor sensitivity assays

For selective PI3K inhibitor experiments, untreated or transiently transfected BC cells were additionally treated with 2 μM and 10 μM BYL719 (Alpelisib, a selective PI3Kα inhibitor) and 25 μM and 50 μM CAL-101 (Idelalisib, a selective p110δ inhibitor) in a 96-well plate. All inhibitors were purchased via Selleckchem.com (Eubio, Vienna, Austria). Exposure time was 96 h before applying the WST-1 assay and compared to untreated control cells.

### Statistics

All statistical analyses were performed using SPSS version 23 software (SPSS Inc., Chicago, IL, USA). Unpaired Student’s *t* test or Mann-Whitney *U* test was applied. A two-sided *p* < 0.05 was considered statistically significant.

## Results

In order to identify miRNAs with undetermined functions in breast carcinogenesis, we started to profile the whole miRNome for differences between mammospheres and parental adherent growing cells in cell lines representing different BC subtypes (Fig. 1a). Using this approach, we identified several differentially expressed miRNAs with currently unknown function in breast carcinogenesis (Fig. 1b, c). One of these miRNAs, miR-1287-5p, showed the highest level of downregulation in mammospheres and was therefore selected to be confirmed by independent qRT-PCR assay in four BC cell lines including two TNBC cell lines (Additional file 2: Figure S1A).

**Fig. 1:**
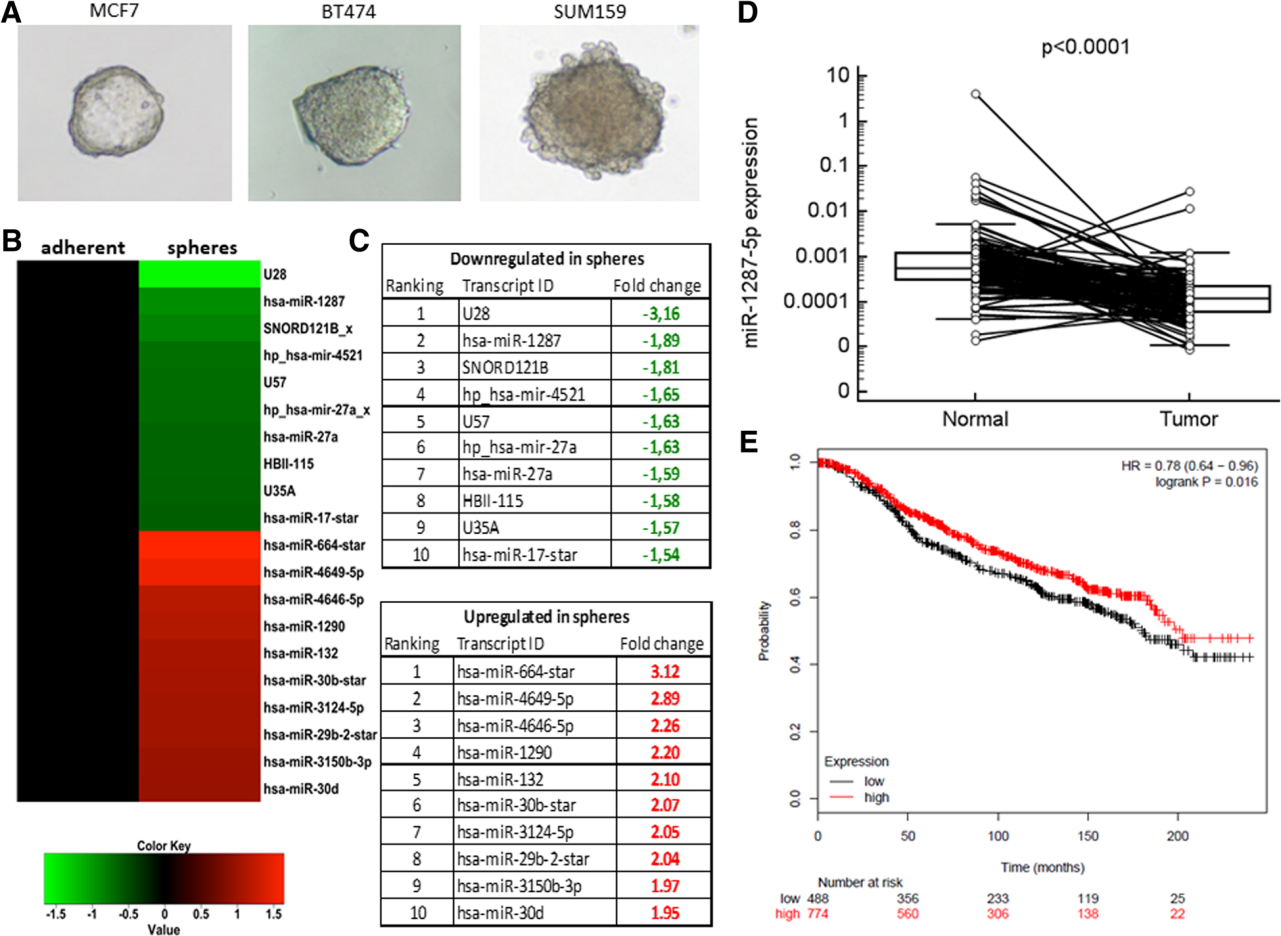
**a** Representative pictures of single mammospheres of the cell lines MCF7, BT474, and SUM159 used for profiling the whole miRNome. **b–c** Heat map and corresponding tables with fold changes of the top 10 down- and upregulated miRNAs in mammospheres compared to adherent growing cells. **d** A significantly lower expression level (4.6-fold downregulation) for miR-1287-5p was found in cancer tissue compared to corresponding normal tissue. **e** Low levels of miR-1287 were a negative prognostic factor for survival in an independent external large cohort of 1262 breast cancer patients (HR = hazard ratio)

To translate the relevance of BC cell line findings to human cancer, we compared the expression levels of miR-1287-5p in a patient cohort of 131 matched cancer tissue and corresponding normal adjacent tissue samples. A significantly lower expression level (4.6 fold; *p* < 0.001, Wilcoxon test) of miR-1287-5p was detected in cancer tissue compared to normal breast tissue (Fig. 1d). This lower level of expression in cancer tissue was confirmed in a second independent cohort of 93 normal versus 916 cancer tissues obtained from TCGA dataset (*p* < 0.0001, Additional file 2: Figure S1B). Finally, we explored whether miR-1287-5p determines the fate of BC patients. Using a publicly available platform of 1262 patients [22], low levels of miR-1287-5p turned out to be a negative prognostic factor for survival in this large multi-data set cohort (*p* = 0.016, Fig. 1e). Three other miRNAs identified on our array analysis in the mammospheres (miR-27a-5p, miR-4521, and miR-3150) were also confirmed as significantly up- or downregulated in human BC samples of the TCGA dataset (Additional file 2: Figure S1C–E).

Based on our findings from clinical cohorts, we started a series of experiments to clarify the role of miR-1287-5p in BC biology. First of all, we measured miR-1287-5p in 11 different BC cell lines and confirmed the expression of this miRNA in all BC cells regardless of the underlying molecular subtype (Additional file 2: Figure S2A).

As BC is a very heterogeneous disease in terms of underlying biology, prognosis, and treatment strategy, we focused our study at that point on triple negative BC (TNBC). After successfully establishing transient gain (using a miR-1287-5p mimic; Additional file 2: Figure S3A) and loss (using a miR-1287-5p inhibitor; Additional file 2: Figure S3B) of function systems, we explored the effect on cellular growth in four independent TNBC cell lines (SUM159, MDA-MB-231, MDA-MB-468, and BT549). Ectopic overexpression of miR-1287-5p led to a significantly lower growth rate compared to control cells after 72 to 96 h (Additional file 2: Figure S4A–D). To confirm the results of this short-term cellular growth assay by a second independent assay, we used a colony formation unit (CFU) assay for cell lines SUM159, MDA-MB-231, and BT549 (MDA-MB-468 cells did not form any colonies under the experimental conditions used). This independent growth assay confirmed that transient overexpression of miR-1287-5p led to decreased number of colonies in all three cell lines (Fig. 2a–f). Moreover, using a miR-1287-5p inhibitor, we obtained the opposite effect and observed larger and higher numbers of colonies compared to the reference control (Fig. 2a–f). In addition, these growth inhibitory effects were not limited to TNBC cell lines as we could find similar effects in luminal A (MCF7) and HER2-positive (SKBR3) cells (Additional file 2: Figure S5A, B).

**Fig. 2:**
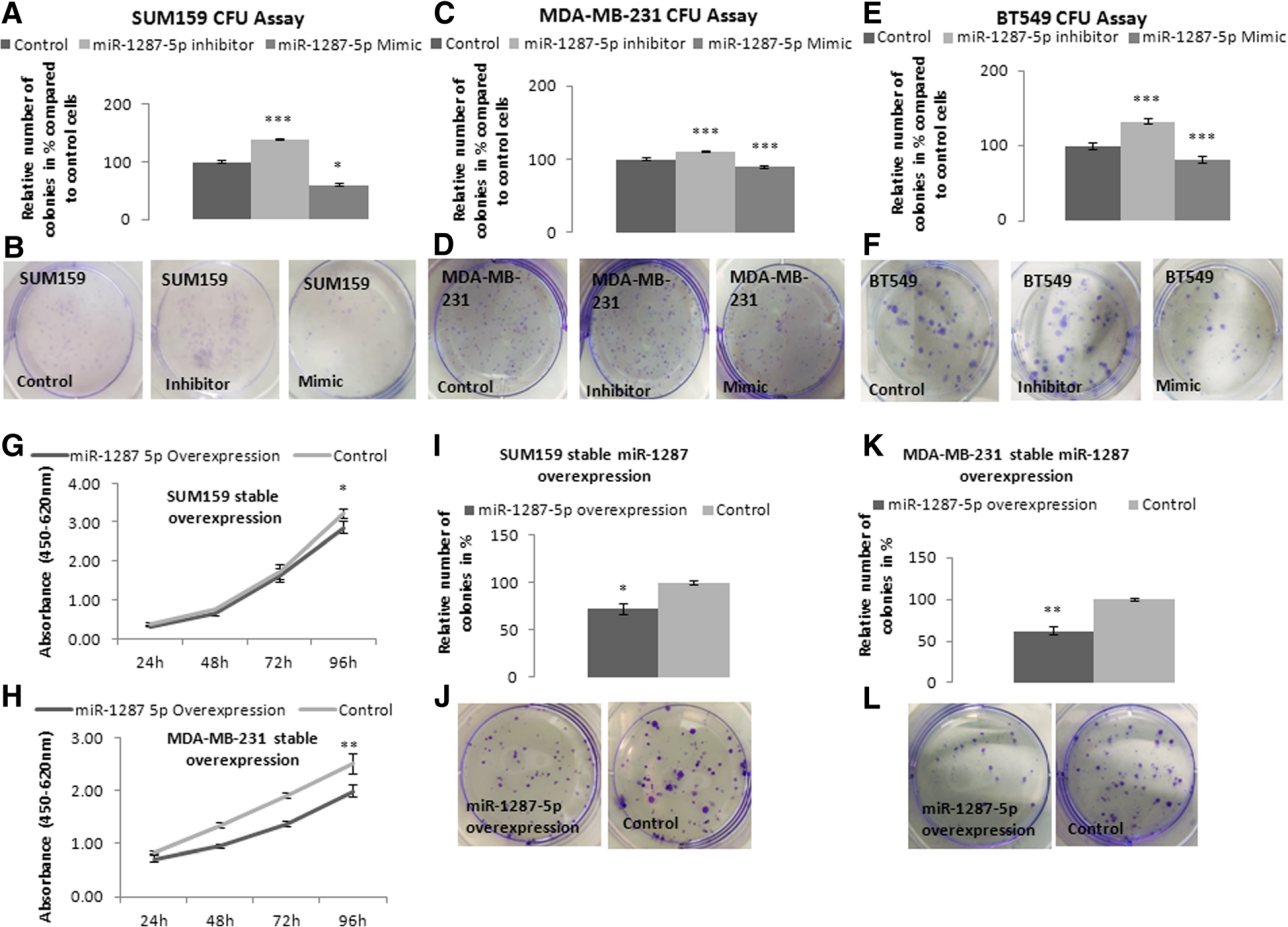
**a–f** Effects of transient overexpression or inhibition of miR-1287-5p on cellular growth using colony formation unit (CFU) assay in three different triple negative cell lines. Bar chart graphs represent relative number of colonies in percentage compared to control transfected cells (*n* = 3) (**a**, **c,** and **e**), representative pictures are shown (**b**, **d,** and **f**). Mir-1287-5p mimics led to a significant decrease in cellular growth, while miR-1287-5p inhibitor exerted the opposite effect. **g–h** Effect of stable overexpression of miR-1287-5p on cellular growth measured by WST-1 proliferation assay and (**i–l**) CFU assay in two different triple negative breast cancer cell lines. Stable overexpression of miR-1287-5p led to a significantly reduced cellular growth in the cell lines SUM159 and MDA-MB-231. *p < 0.05, **p < 0.01, ***p < 0.001

To further confirm the results of the transient transfection experiments in an additional model system, we generated SUM159 and MDA-MB-231 cell lines stably overexpressing the mature -5p form of miR-1287-5p (Additional file 2: Figure S5C, D). Stable overexpression of miR-1287-5p resulted in a significantly decreased cellular growth rate compared to control cells, in the WST-1 assay (Fig. 2g, h) and the CFU assay (Fig. 2i–l).

For confirmation of the potentially anti-proliferative phenotype in vivo, we used SUM159 cells with stable overexpression of mature miR-1287-5p to evaluate tumor growth in the mammary fat pad of female nude mice. Macroscopic tumor assessment showed significantly smaller tumors in miR-1287-5p overexpressing cells compared to control cells (Fig. 3a–c). Histomorphometric analysis confirmed that the cross-sectional tumor area assessed at the maximum tumor diameter was significantly reduced in miR-1287-5p overexpressing BC cells (Fig. 3d, e). Hence, the in vivo experiment fully supports our in vitro findings that BC cells with high miR-1287-5p expression display significant reduction in tumor growth compared to cells with unchanged levels of miR-1287-5p expression.

**Fig. 3:**
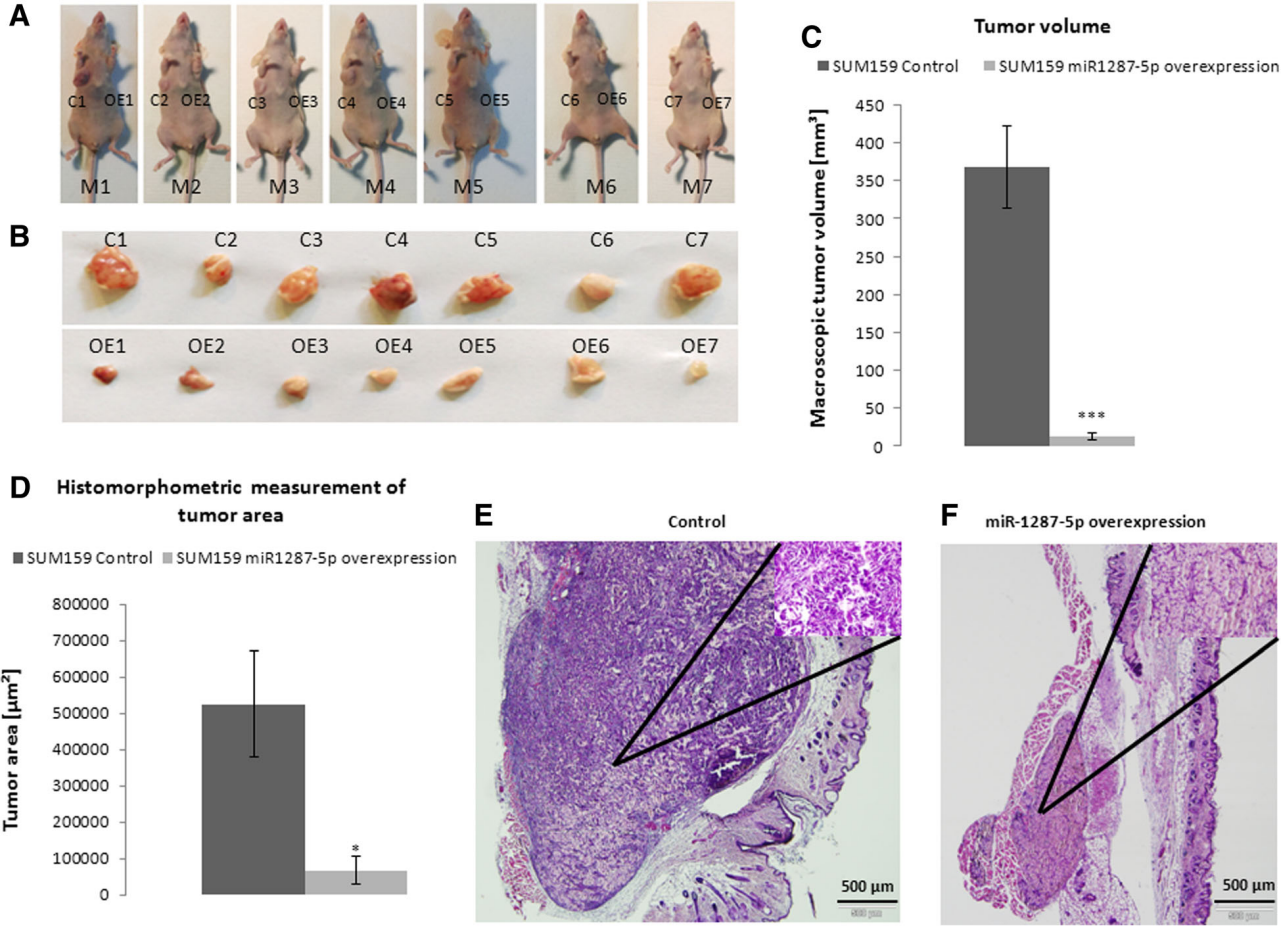
In vivo xenograft experiments of stable mature form of miR-1287-5p overexpressing SUM159 cells. MiR-1287-5p overexpressing cells were injected in the left mammary fat pad of nude mice compared to control SUM159 cells which were injected into the right site. **a–c** Cells with miR-1287-5p overexpression developed significantly smaller tumors compared to control cells. (**d**) Bar chart of histomorphometric measurements of the largest tumor area detected in HE-staining revealed significantly smaller tumor area in SUM159 miR-1287-5p overexpressing cells *p < 0.05, ***p < 0.001. (**e**-**f**) Representative histological pictures of control cells and miR-1287-5p overexpressing SUM159 (HE staining, × 4 magnification, inserts with x40 magnification)

We went on to investigate whether the precursor miR-1287 pheno-copies the same effect as the mature form of miR-1287-5p as in general mature -5p and -3p miRNAs are endogenously generated from their corresponding precursor-miRNAs. The mature -5p and -3p forms can have similar or opposing biological effects, and one of these miRNAs can actually dominate the biological effects of the precursor miRNA. For this purpose, we generated two different cell lines (SUM159 and MDA-MB-231) with miR-1287 precursor stable overexpression (Additional file 2: Figure S5E, F). WST-1 assay, CFU assay, and in vivo tumor growth demonstrated significantly decreased cellular growth after miR-1287 precursor overexpression for both tested BC cell lines (Additional file 2: Figure S6A–H) indicating concordant biological functions of precursor and mature miR-1287-5p.

After consistently demonstrating in multiple experimental and cellular model systems that miR-1287-5p expression regulates cellular growth in BC cells, we tested if the observed effects are regulated by apoptosis. Additional file 2: Figure S7 indicates that no signs for alterations in apoptosis (i.e., measured by effector caspase3/7 activity) were detected after miR-1287-5p expression changes. Caspase 3/7 activity was neither significantly altered in cells transiently transfected with miR-1287-5p mimic or inhibitor (Additional file 2: Figure S7A) nor in stable miR-1287 precursor (Additional file 2: Figure S7B) and stable mature form miR-1287-5p overexpressing cells (Additional file 2: Figure S7C) compared to control cells.

Cell cycle analysis was applied to further evaluate the cellular mode of action of miR-1287-5p in BC cells. Stable overexpression of miR-1287-5p led to an increased number of cells in G1-phase and decreased number of cells in the S phase (Additional file 2: Figure S8A, B). This phenotype was also observed in BC cell lines after forced transient miR-1287-5p overexpression, whereas the miR-1287-5p inhibitor led to the opposite phenotype (Additional file 2: Figure S8C, D).

Anchorage-independent growth (soft agar) assay, a commonly used in vitro feature for stemness of cells, was applied and showed that BC cells (SUM159 and MDA-MB-231) transiently transfected with miR-1287-5p mimic generated lower numbers of soft agar colonies, whereas cells treated with miR-1287-5p inhibitor showed the opposite phenotype (Additional file 2: Figure S9A, B). Again, the mature form of miR-1287-5p stably overexpressing cells generated significantly lower numbers of colonies in soft agar compared to control cells (Additional file 2: Figure S9C, D).

After establishing this phenotype, we focused on the molecular mode of action and characterized possible interaction partners of miR-1287-5p. A microarray-based whole transcriptome analysis comparing SUM159 miR-1287-5p stable overexpressing cells against control cells was performed. 

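SUM159 is a triple negative BC cell line. Total RNA of 3 miR-1287-5p overexpressing cultures and of 3 control cultures, both lentiviral-transduced, was hybridized to Affymetrix Human Gene 2.0 ST arrays, 1 array per culture. The authors summarized the probe signals by RMA in Partek Genomics Suite 6.6 (background correction, quantile normalization across all arrays, log2 transformation, median polish), and the deposited values are log2 signals per transcript cluster. The table of gene symbols used here gives 1 symbol for 16098 transcript clusters (14884 different symbols) and several symbols for 0, while 37519 are unnamed here and were tested like the others. Pearson's r between any 2 arrays was between 0.970 and 0.988 across transcript clusters, which are not independent replicates. On the first principal component of the 26808 brighter transcript clusters (55.7% of the variance), the control arrays lay at −41.5, 23.4 and 60.6 and the overexpression arrays at −36.0, −14.6 and 8.10, so the groups overlapped. On the second component (14.5%), all 3 overexpression arrays lay above all 3 control arrays. Each transcript cluster was compared between the groups with limma (two-sided, Benjamini-Hochberg adjustment over all transcript clusters). An exact permutation test of 3 arrays against 3 cannot give a two-sided p below 0.1, and the number of arrays limits the precision of every fold change.

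**Figure D1:**
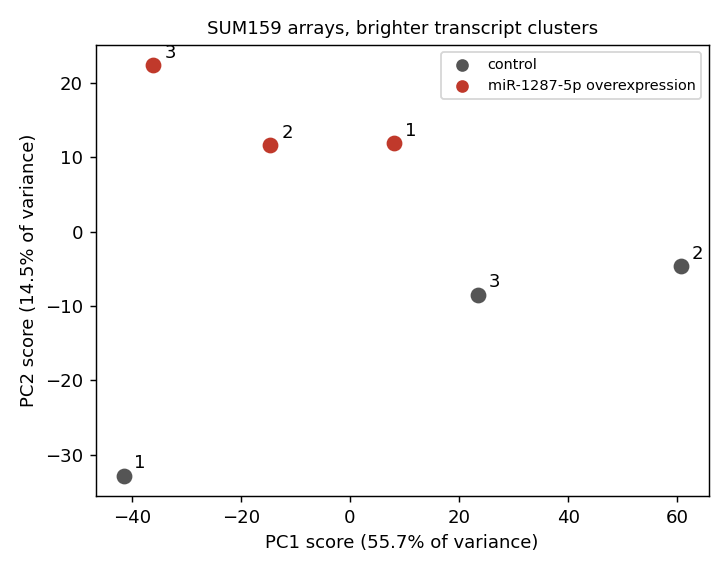
Scores of the 6 arrays on the first (x axis, 55.7% of the variance) and second (y axis, 14.5%) principal component of the brighter transcript clusters, numbered by replicate and coloured by group. Along the x axis control replicates 1 and 2 lie at −41.5 and 60.6, outside the overexpression arrays, which lie between −36.0 and 8.10.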

As previously described for other miRNAs [28], a large number of mRNAs bearing at least one miR-1287-5p seed match in their 3′ UTR was repressed by miR-1287-5p overexpression (Additional file 2: Figure S9E). Based on these profiling results, we further focused on the most downregulated transcripts as these could be crucial direct interaction partners. This strategy brought us as many as 126 downregulated genes in miR-1287-5p overexpressing cells (Additional file 1: Table S1). 

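CPPED1, a phosphatase of the calcineurin-like family, fell by 2.33 on the log2 scale, from 7.02 ± 0.043 in control cells to 4.69 ± 0.16 in miR-1287-5p overexpressing cells (SD, n = 3 arrays per group, adjusted p = 0.0183 from limma's test). It was the only gene with a symbol here that changed at an adjusted p under 0.05, and 1 transcript cluster unnamed here (17112918) fell by 2.07 (standard error 0.15, adjusted p = 0.0350 from limma's test). Cyclin D2 (CCND2), a regulator of G1 progression, had a log2 fold change of −1.36 (standard error 0.12, adjusted p = 0.0887 from limma's test) and −0.54 in a further transcript cluster. It passed with dim transcript clusters left out (0.0480), with only named ones (0.0323) and with array weights (0.0117). In the other alternatives CCND2 did not pass, and with one array left out its adjusted p was between 0.337 and 0.793 from limma's test. The metalloproteinase inhibitor TIMP3 had a log2 fold change of −1.37 (standard error 0.13, adjusted p = 0.109 from limma's test) and −0.33 in a further transcript cluster. TIMP3 passed with only named transcript clusters (0.0396) and with array weights, but in no other alternative. Among the other first genes of Table S2 with a symbol here, the log2 fold change was −1.46 for the glucosyltransferase POGLUT3, −1.25 for the ceramide galactosyltransferase UGT8, −1.15 for the xanthine dehydrogenase XDH, −1.06 for the netrin receptor NEO1, −1.06 for DMKN and −1.04 for the matrix protein MGP. Each of these 6 genes was lower in every overexpression array than in every control array, at an adjusted p between 0.297 and 0.767 from limma's test, and XDH passed with array weights (0.0285). The pseudogene FAR2P1 had a log2 fold change of 0.17 (adjusted p = 0.889 from limma's test). These genes head Table S2, which the study chose on the same arrays, so their direction is not independent evidence.
The transcription factor HOXD13 had the largest positive log2 fold change among genes whose groups did not overlap, 1.31 (5.23 ± 0.26 against 3.92 ± 0.11, SD, n = 3 arrays per group, adjusted p = 0.297 from limma's test). Its control signal lies below the median of all transcript clusters (4.37), where background limits the fold change. The prostaglandin E synthase PTGES had a log2 fold change of 1.10, the cell adhesion molecule CADM3 1.04 (0.66 in a further transcript cluster), the interleukin-33 receptor IL1RL1 1.01, the glucocorticoid-activating enzyme HSD11B1 0.94, the nuclear pore protein NUP210 0.92 and the noncoding LINC01116 0.89. The microRNA loci MIR548X, MIR612 and MIR1271 had log2 fold changes of 1.04, 1.01 and 0.94, and both group means of MIR548X (1.89 and 2.93) and MIR1271 (2.91 and 3.85) lie below that median. These are the 10 genes with the largest positive fold change at an unadjusted p under 0.05 with groups that did not overlap. None of them passed the adjusted threshold in the main setting (adjusted p between 0.297 and 0.871 from limma's test), though HOXD13, PTGES, CADM3, MIR1271 and NUP210 did with array weights. Those weights were 7.91 for control replicate 3 against 0.366 and 0.514 for control replicates 1 and 2, so the control group rested mostly on 1 array. With them 11845 transcript clusters had an unadjusted p under 0.05, against 2895 in the main setting. PYROXD2, the host gene of miR-1287, had a log2 fold change of 0.64 (standard error 0.13, adjusted p = 0.767 from limma's test), higher in every overexpression array than in every control array. GAPDH, a reference gene of the qRT-PCR, had a log2 fold change of 0.02, between −0.022 and 0.097 over the alternative settings.
At the thresholds of Table S2, at least 1.5-fold and p under 0.05 unadjusted, 539 transcript clusters were lower and 372 higher in limma, among them 102 lower and 72 higher genes with a symbol here. At 2-fold these counts were 135 and 47 transcript clusters. Without a fold threshold, 1308 transcript clusters were lower and 1587 higher at an unadjusted p under 0.05, where chance gives 2681. After adjustment 2 were lower and 0 higher in limma, and 0 changed by the methods' t-test, which gave 3070 at an unadjusted p under 0.05. The groups did not overlap in 6010 transcript clusters (11.2%, where chance gives 10%). The share of lower ones at the thresholds of Table S2 was 59.2%, against 46.6% with array medians centred and 66.7% after cyclic loess, and without control replicate 1 the counts were 2419 lower and 918 higher. Leaving out any one array ended the call of CPPED1 (adjusted p between 0.0916 and 0.232 from limma's test) while its log2 fold change stayed between −2.43 and −2.28. The call also ended with the methods' t-test (0.217), the replicate number as a block (0.618) and the component shared by arrays of both groups as a covariate (0.122). From the profiling results, the paper proposes that the most downregulated transcripts could be direct interaction partners of miR-1287-5p, and it took them on to target prediction.

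**Figure D2:**
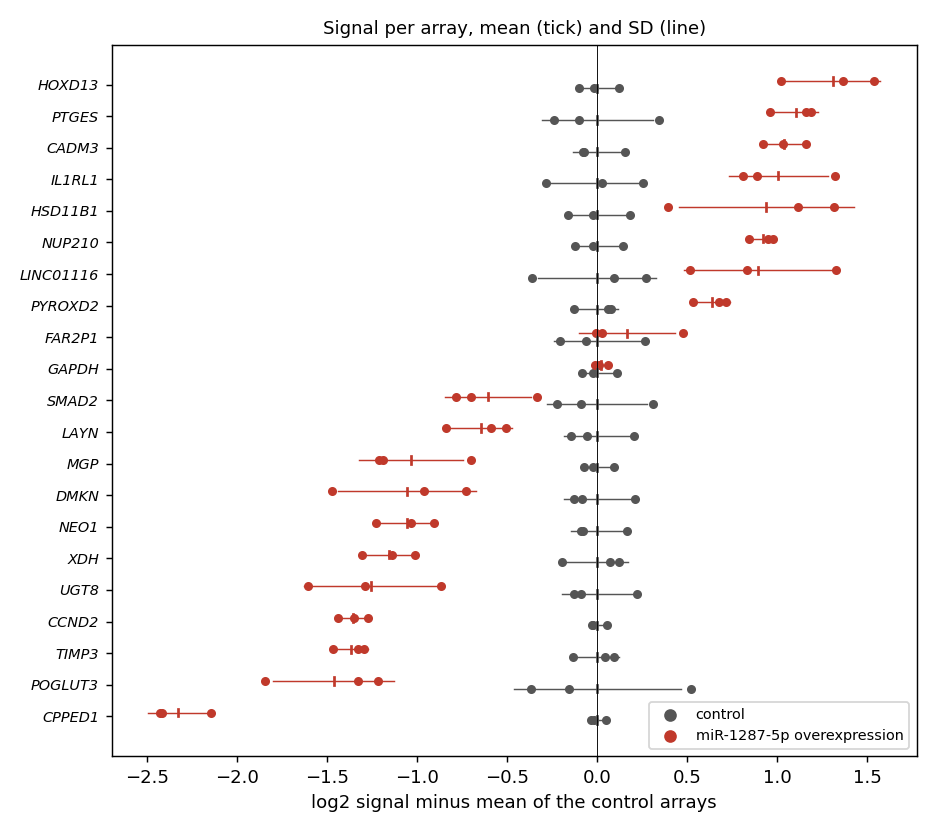
Log2 signal of each array minus the mean of the control arrays (x axis) for the genes named here (y axis), with a tick at the mean and a line of 1 SD on each side for each group of 3 arrays. CPPED1 lies at −2.33 with the arrays of each group close together, and HOXD13 lies at 1.31.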

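Hypoxia-induced genes lay lower in miR-1287-5p overexpressing cells, with 14 of 17 measured members below 0 and a median log2 fold change of −0.17 (camera, adjusted p = 0.00441). With an estimated correlation between genes, this list had an adjusted p = 0.383. The histone demethylase KDM3A had a log2 fold change of −0.67, the mitophagy receptors BNIP3L and BNIP3 −0.44 and −0.26, and VEGFA −0.25. No member of this list passed the adjusted threshold over all transcript clusters or adjusted over the list alone. Basal mammary and squamous genes also lay lower, with 11 of 15 members below 0 and a median of −0.14 (camera, adjusted p = 0.0151, but adjusted p = 0.433 with an estimated correlation). Adjusted over the list alone, 2 of them fell, the myosin light chain kinase MYLK (−0.84), which is in Table S2, and S100A2 (−0.69), while TRIM29 (−0.47) and the keratin KRT14 (−0.27) did not pass.
Of the 24 measured epithelial junction and identity genes, 5 fell adjusted over the list alone, namely CLDN1 (−0.95), OCLN (−0.82), CD24 (−0.77), MARVELD2 (−0.67) and PATJ (−0.62). All 5 are in Table S2 and are not independent evidence. The remaining members went both ways, and the list as a whole did not pass (camera, adjusted p = 0.0744, median −0.0086), though it did without control replicate 2 (0.0345) or overexpression replicate 2 (0.0389). In the Notch list the ligands JAG2 (−0.80) and DLL1 (−0.66), both in Table S2, fell adjusted over the list alone, while the median of the 26 members was 0.0090 and their mean −0.079 (camera, adjusted p = 0.460). Among 17 G1 cyclins, CDKs and inhibitors, CCND2 was the only gene lower adjusted over the list alone (camera, adjusted p = 0.175). Of the G1/S genes 22 of 31 and of the G2/M genes 31 of 42 had a log2 fold change below 0, with medians of −0.14 and −0.17, and neither list passed (camera, adjusted p = 0.0744 for each). Without control replicate 1 both cell cycle lists passed (camera, adjusted p = 0.0139 and 0.000197), as they did without overexpression replicate 1 and with array weights. With each array left out in turn, the median ranged from −0.21 to −0.041 for G1/S genes and from −0.41 to −0.015 for G2/M genes. With the component shared by arrays of both groups as a covariate their medians were −0.045 and −0.029. That covariate removes by construction the part of the fold changes that goes with the component. It therefore cannot tell the component and the overexpression apart for these lists. Of the 31 measured PI3K-AKT-mTOR genes, FOXO1 (0.47), IRS2 (0.36), GAB1 (−0.50) and GSK3B (−0.33) had the smallest p, and 0 passed adjusted over the list alone (camera, adjusted p = 0.957). The list of class I PI3K subunits had 0 members with a symbol here. Of 14 TGF-beta and SMAD genes, SMAD4 had a log2 fold change of −0.55, and 0 passed adjusted over the list alone (camera, adjusted p = 0.748). None of 20 apoptosis regulators had an unadjusted p under 0.05 (camera, adjusted p = 0.892). Over the 23 lists tested, 2 passed with the preset correlation and 0 with an estimated correlation, and without control replicate 1 the hypoxia and basal lists no longer passed (adjusted p = 0.0518 and 0.111), and with array weights the basal list did not (median −0.040, adjusted p = 0.232).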

Based on the in silico target prediction approach described in the “Materials and methods” section, we identified 78 putative interaction partners. We further selected six of them (*PIK3CB*, *LAYN*, *RAP2B*, *SMAD2*, *PLD5*, and *CORO2A* Additional file 3: Table S2), where literature-retrieved search implicated a general impact on tumor growth in any kind of cancer. 

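LAYN, the hyaluronan receptor layilin, had a log2 signal of 5.68 ± 0.17 in miR-1287-5p overexpressing cells and 6.32 ± 0.18 in control cells (SD, n = 3 arrays per group), a log2 fold change of −0.65 (standard error 0.16). This is 1.57-fold, at an adjusted p = 0.814 from limma's test. SMAD2, a transducer of TGF-beta signals, had a log2 signal of 8.44 ± 0.24 in overexpressing cells and 9.04 ± 0.28 in control cells (SD, n = 3 arrays per group), a log2 fold change of −0.61 (standard error 0.19). This is 1.52-fold, at an adjusted p = 0.871 from limma's test. In both genes every overexpression array lay below every control array (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow). Unadjusted, both had a p under 0.05 by limma, and SMAD2 no longer did without overexpression replicate 2 or without overexpression replicate 3. Among the 25 measured neighbours on each side of SMAD2, 45 of 50 lay below 0, with a median log2 fold change of −0.31 (percentile 1.57 among windows of that size), −0.36 with 10 neighbours on each side, −0.17 with 50, −0.14 over all genes with a symbol here, −0.18 and −0.46 without control replicates 2 and 1, and −0.19 with the shared component as a covariate. Among those of LAYN 37 of 50 lay below 0, with a median of −0.18 (percentile 17.8), −0.30 with 10 neighbours on each side, −0.041 with 50, −0.095 over all genes with a symbol here, −0.082 without control replicate 2 and −0.077 with the shared component as a covariate. PIK3CB, RAP2B, PLD5 and CORO2A have no transcript cluster with a symbol here and were not analysed themselves. The neighbours of RAP2B had a median of −0.35 (percentile 0.327) and those of PIK3CB −0.29 (percentile 2.44). These 2 windows share the genes from TFDP2 to PFN2, so they are not separate observations, while those with 10 neighbours on each side do not overlap. With 10 neighbours on each side these medians were −0.28 and −0.30, and without control replicate 1 −0.56 and −0.42. They shrank to −0.083 and −0.095 without control replicate 2 (percentiles 5.97 and 4.17). With the shared component as a covariate they were −0.10 each (percentiles 4.5 and 3.9). In these 2 settings the window of SMAD2 lay at percentile 0.0933 each time and that of LAYN at 6.18 and 9.6. The window of SMAD2 lay at percentile 4.79 without control replicate 1 and at 15.1 with 50 neighbours on each side. Both LAYN and SMAD2 are in Table S2, so their direction is not independent evidence.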

Only three of the six array-based genes could be independently confirmed as significantly downregulated by independent qRT-PCR (*PIK3CB*, *LAYN*, and *RAP2B*; Additional file 2: Figure S9F). One promising candidate containing an 8mer seed match in in silico analysis was *PIK3CB*, which we found to be downregulated on mRNA and protein levels after transient overexpression of miR-1287-5p in all four TNBC cell lines (Fig. 4a, b). Bioinformatic prediction tools suggested a binding site of miR-1287-5p in the 3′ UTR of *PIK3CB* (Fig. 4c). To validate miR-1287-5p and *PIK3CB* interaction, a part of the 3′ UTR of *PIK3CB* predicted to interact with miR-1287-5p was cloned into a luciferase reporter vector and co-transfected with miR-1287-5p mimic into HEK cells. A significant reduction in the luciferase/*Renilla* ratio was observed for *PIK3CB* constructs transfected with synthetic miR-1287-5p but not with the scrambled RNA (Fig. 4d). Furthermore, the observed luciferase/*Renilla* reduction was abrogated when we co-transfected a luciferase reporter vector containing the mutated seed sequence of the 3′ UTR of *PIK3CB* with single exchanged nucleotides at the predicted site of interactions with miR-1287-5p (Fig. 4d). In order to prove the clinical relevance of PI3KCB in human BC, we performed a Kaplan-Meier curve analysis in 1005 BC patients of TCGA dataset. As is shown in Fig. 4e, a high PIK3CB expression is associated with poor clinical outcome (*p* = 0.0408). Using another publicly available dataset [23], we confirmed that high levels of PIK3CB are associated with poor recurrence-free survival (*n* = 3955, *p* < 0.001; Additional file 2: Figure S10) and poor overall survival (*n* = 1402, *p* = 0.029; Additional file 2: Figure S11).

**Fig. 4:**
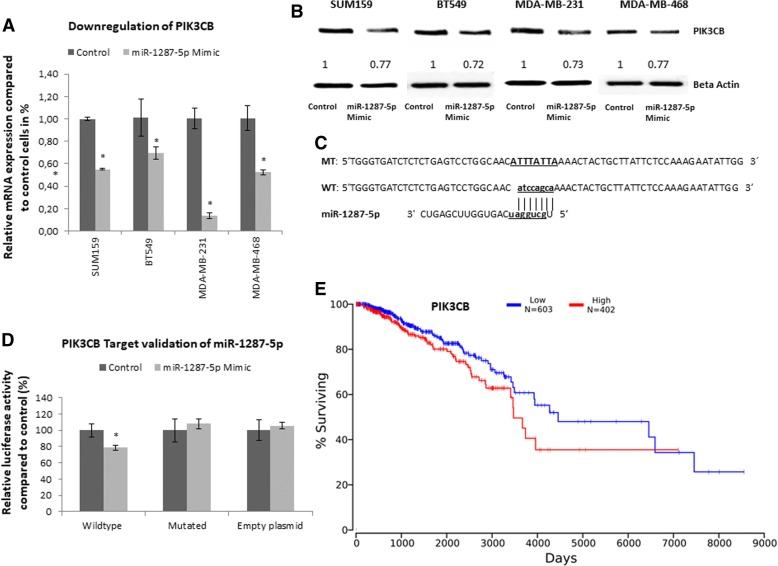
Target identification of miR-1287-5p in triple negative breast cancer cells. **a** qRT-PCR confirmed a significant downregulation of the *PIK3CB* mRNA in all four tested triple negative BC cell lines after forced ectopic miR-1287-5p overexpression after 48 h of transfection. **b** Western blot analysis confirmed a significant downregulation of PIK3CB on protein level after transient transfection of miR-1287-5p in all tested cell lines (SUM159, BT549, MDA-MB-231, and MDA-MB-468) after 48 h of transfection. Relative quantification (numbers above the lanes) of protein lanes was performed using ImageJ. **c** Predicted miR-1287-5p interaction site within 3′ untranslated region of *PIK3CB* mRNA. Two PIK3CB constructs were generated as indicated (WT = miR-1287 wild-type interacting site and MT = mutated interacting site). **d** Luciferase activity after co-transfection of the PIK3CB wild-type or mutated constructs and control/miR-1287-5p mimetic in HEK cells. Three independent biological experiments were performed, and the means and standard deviations are shown. **e** High-PIK3CB expression is associated with poor clinical outcome in 1005 BC patients of a TCGA dataset.*p < 0.05

Finally, to test whether *PIK3CB* expression pheno-copies the cellular effects of miR-1287-5p, we conducted knock-down experiments of *PIK3CB* using short-interfering RNA. Successful knockdown of *PIK3CB* was achieved on mRNA (Additional file 2: Figure S10A) and protein level (Additional file 2: Figure S10B). The reduced levels of PIK3CB lead to decreased cellular growth (Fig. 5a, b) and cell cycle shift from S phase towards the G1 phase (Fig. 5c).

**Fig. 5:**
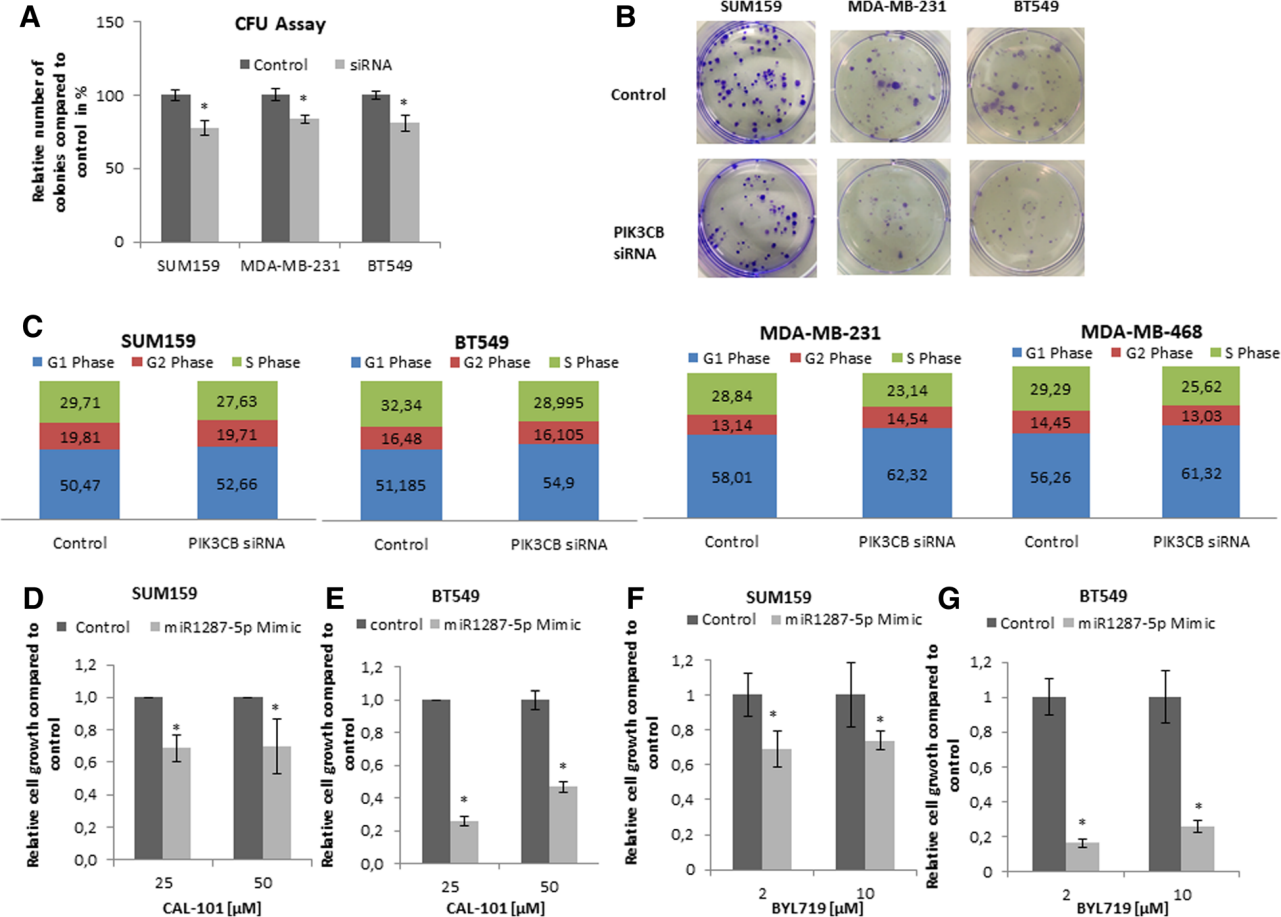
**a–c** Clonogenic assay of the cell lines SUM159, MDA-MB-231, and BT549 after transient silencing of the putative miR-1287-5p target *PIK3CB* leads to a similar phenotype compared to miR-1287 overexpression in the cell lines. Cells develop less colonies after PIK3CB silencing (**a**, **b**) and PIK3CB silencing also leads to a G1 Phase Arrest (**c**) in all four cell lines. **d–g** SUM159 and BT549 cells treated with two different concentrations of PI3Kinase inhibitors in combination with control scrambled RNA (10 μM of Allstar negative control) or the miR-1287-5p mimics (10 μM of miR-1287-5p mimics) (**d**, **e**) CAL101 (Idelalisib) and **f**, **g** BYL719 (Alpelisib). Cells treated with miR-1287-5p mimic are more sensitive to CAL-101 and BYL719 treatment in both tested cell lines compared to cells treated with the scrambled control RNA. *p < 0.05

To investigate potentially novel therapeutic vulnerabilities of TNBC cells based on our novel findings, we tested an approach combining miR-1287-5p mimic together with selective isoform-specific PI3K–inhibitors. Firstly, we tested the dose-dependent growth inhibitory effects of three different PI3K inhibitors CAL-101 (Idelalisib, GS-1101; a selective p110δ inhibitor), BYL719 (Alpelisib; a selective PI3Kα inhibitor), and GSK2636771 (a PI3Kβ-selective inhibitor). For CAL-101 and BYL719, we observed a dose-dependent cytotoxicity in all four tested TNBC cell lines, whereas for GSK2636771 no significant growth inhibition was observed in two of them, and therefore, this inhibitor was not further followed up (Additional file 2: Figures S12C–H and S13A–D). Finally, we treated two TNBC cell lines with different concentrations of CAL101 and BYL719, each of them in combination with miR-1287-5p mimics. As shown in Fig. 5d–g, combined treatment leads to higher cytotoxicity and reduced cellular growth in TNBC cells in comparison with the chemical compound only (combined with the miRNA mimics control). Cells transfected with miR-1287-5p mimic were more sensitive to CAL-101 and BYL719 treatment compared to cells transfected with the mimics control (*p* < 0.05).

## Discussion

In our present study, we started with an unbiased approach to identify novel miRNAs that have not yet been described in BC initiation and progression. MiR-1287-5p, which has not been systematically characterized in BC, was further evaluated for its clinical role and the cellular/molecular mode of action.

Data about the role of miR-1287-5p in BC is scarce, but the existence and downregulation of this miRNA seems to be consistent with our data. A previous study identified miR-1287 downregulation in BC tissue by miRNASeq profiling [29]. Another more recently published study similarly showed that miR-1287 was consistently downregulated in BC tissue as well as decreased in serum samples from BC patients [30].

The biological role of miR-1287 in BC is unknown. In retinoblastoma, miR-1287 was found to be downregulated [31], whereas Wang et al. reported that miRNA-1287 expression was increased in most cases of follicular lymphoma [32]. In larynx carcinoma, miR-1287 has been suggested as a potential biomarker for early diagnosis as it was found to be downregulated in larynx carcinoma samples compared to normal samples [33]. In cervical cancer, miR-1287 seems to be inactivated by DNA hypermethylation [34]. All these studies support the previous notion that biological functions of miRNAs are varying as one particular miRNA may act as an oncoMiR as well as a tumor suppressive miRNA, depending on the cellular and molecular context [14].

In line with the data previous reported for BC [29, 30], we confirmed the downregulation of miR-1287-5p in two independent external cohorts. Experimental data from multiple cellular and experimental models identified a growth inhibitory biological effect of miR-1287-5p in BC. Moreover, using precursor overexpressing experiments, we confirmed that the observed effects of the -5p mature form is the pre-dominant biological role. As shown by Almeida et al., the -5p and -3p mature form can show opposite and varying function and may generate different cellular phenotypes, an important aspect frequently omitted in numerous miRNA studies [35]. Though the growth inhibitory effects in some of our in vitro assays (e.g., WST-1) were rather slightly, the effects were consistent in multiple model systems and cell lines and the inhibition of tumor formation in vivo was biological meaningful. Of note, expression levels after transient transfection/stable transfection did not perfectly correlate with the strengthen of the observed phenotype, which may be explained by varying levels over time in transient transfection, varying transfection efficacy between experiments, and differences in target mRNA expression levels between different cell lines. Even more complex, endogenous competing long non-coding RNAs (ceRNAs) may vary between cell lines, and therefore may influence the non-linear observation between expression levels of miR-1287-5p after transfection and the observed phenotype changes.

Once discovering this consistent phenotype after miR-1287-5p and miR-1287 precursor overexpression, we sought to identify a molecular link between cellular growth and miR-1287-5p expression. Based on the assumption that our miRNA directly targets and thereby downregulates our gene of interest, we were able to identify several potential interaction partners of miR-1287-5p. In silico target prediction tools together with a comprehensive literature search of genes known to regulate cell growth narrowed the list down to one promising candidate gene, *PIK3CB*. It is a member of the PI3K (phosphoinositide 3-kinase)-pathway, and hyper- activation of this pathway contributes to human cancers progression [36]. Initiation of this signaling cascade induces cellular proliferation, motility, and survival in cancer cells [37]. Class IA PI3Ks are heterodimers consisting of a p85 regulatory subunit and a p110 catalytic subunit, and mammals display numerous isoforms of each subunit. The p110 catalytic subunits are p110α, β, or δ. *PIK3CB* (PI 3-kinase p110 beta/β) is one of the class IA PI3K isoforms of the catalytic subunit [38]. *PTEN* (phosphatase and tensin homolog deleted on chromosome 10) is one of the most frequently mutated tumor suppressor genes in human cancer and antagonizes the PI3K signaling pathway [39]. Downregulation of the *PIK3CB* gene in PTEN deficient cell lines resulted in PI3K-pathway inactivation and subsequent inhibition of growth in vitro and in vivo settings and this concludes that PTEN deficient tumors depend on PIK3CB [40]. In contrast to *PIK3CA*, where most activating point mutations occur [41] little is known about *PIK3CB*. Recent preclinical studies have shown that different PI3K isoforms play divergent roles in cellular signaling and cancer, and that is why isoform-selective inhibitors are now emerging as intensively explored agents in clinical trials [41, 42]. In a recently published study, the authors achieved PI3Kβ depletion by intra-tumoral injection of *PIK3CB* siRNA, which induced apoptosis and triggered regression of PTEN-mutant tumors even more efficiently than PI3Kβ inhibition in urothelial bladder carcinoma [43].

Finally, we approached the field of selective PI3K inhibitors together with miR-1287-5p mimics to tackle TNBC cells. Targeting the PI3K/AKT pathway in TNBC is an ongoing and rapidly expanding area of knowledge [42]. We observed an augmentation of growth inhibition by combining miR-1287-5p with the selective inhibitors idelalisib and alpelisib. Both agents are either currently approved for non-Hodkin lymphoma (idelalisib) [44] or tested in BC (alpelisib) [45]. Though the observed effects are interesting, this data should be interpreted with caution. Further preclinical testing including other BC subtypes (especially the estrogen positive one) and in vivo studies are necessary to further follow this concept.

## Conclusions

In summary, we substantiated previous reports about a loss of function of miR-1287 in breast cancer. Furthermore, we identified the cellular and biological role of miR-1287-5p and identified potential molecular interaction partners. A novel role for PI3KCB in breast cancer and potential druggable combination approaches warrants to further study the role of miR-1287-5p as a possible therapeutic target in BC to develop improved therapeutic approaches for TNBC patients.

## Additional files

Additional file 1: **Table S1.** Primer sequences used for quantitative RT-PCR analysis.

Additional file 2: **Figure S1.** (A) Measurement of miR-1287-5p in mammospheres compared to control cells by quantitative RT-PCR in four BC cell lines including two triple negative (SUM159 and MDA-MB-231) confirms the results of the microarray analysis. MiR-1287-5p is downregulated in mammospheres compared to adherent growing parental cells; *p < 0.05, **p < 0.01 . (B) Lower miR-1287-5p expression levels in cancer tissue compared to normal tissue could be confirmed in a second independent cohort using breast cancer patients from the TCGA dataset. (C–E) Other microRNAs, including miR-27, miR-3150, and miR-4521, are significantly up- or downregulated in normal breast versus cancer tissue in the TCGA dataset. Figure S2 (A) Relative miR-1287-5p expression levels in 11 different breast cancer cell lines ordered by the subtype; miR-1287-5p could be detected in all BC cell lines regardless of the molecular subtype (T-47D, MCF-7 and KPL-1 for luminal A; BT474 luminal B; HCC1937, SUM159, MDA-MB-231, MDA-MB-468, BT549 Triple negative; SKBR3 and HCC1419 HER2/neu expressing cell lines). Figure S3 Confirmation of expression changes of miR-1287-5p by quantitative RT-PCR in four different breast cancer cell lines (A) Transient overexpression of miR-1287-5p using a miR-1287-5p mimic and (B) transient silencing using miR-1287-5p inhibitor. *p < 0.05, **p < 0.01, ***p < 0.001. Figure S4 WST-1 assay in four different triple negative breast cancer cell lines after transient miR-1287-5p overexpression. Line graphs represent cell growth after transient transfection in the cell lines SUM159, BT549, MDA-MB-468, and MDA-MB-231. miR1287-5p overexpression led to significantly decreased cellular growth rates in all tested cell lines (A) SUM159 (*p* = 0.016825), (B) BT549 (*p* = 0.0001), (C) MDA-MB-468 (*p* = 0.019857), and (D) MDA-MB-231 (*p* = 0.020009). *p < 0.05, ***p < 0.001. Figure S5 (A, B) Cellular growth rate in non-triple negative breast cancer cell lines upon manipulation of miR-1287-5p expression level. miR-1287 mimic led to a reduced cellular growth rate, whereas the miR-1287-5p inhibitor generated more colonies in (A) luminal A MCF7 cells and (B) HER2-positive SKBR3 cells. (C) Quantitative RT-PCR data upon stable miR-1287-5p mature form overexpression in (C) SUM159 cells and (D) MDA-MB-231 cells. (E, F) Expression levels of miR-1287-5p upon stable miR-1287 precursor overexpression in (E) SUM159 and (F) MDA-MB-231 cells. *p < 0.05, **p < 0.01, ***p < 0.001. Figure S6 Biological effects of miR-1287 precursor overexpression using the WST-1 assay, Colony Formation Unit assay and in vivo Xenograft growth assay. (A–C) Overexpression of the precursor led to a significantly reduced cellular growth in the cell line SUM159 in vitro and (D,E) in vivo Xenograft formation. (F–H) Independent confirmation in the MDA-MB-231. ***p < 0.001. Figure S7 Caspase 3/7 assay was used to measure apoptotic activity in (A) transiently transfected cell lines SUM159, MDA-MB-231, MDA-MB-468, and BT549 and (B) stable miR-1287 precursor overexpressing cell lines SUM159 and MDA-MB-231 as well as (C) in miR-1287-5p overexpressing cells. Caspase 3/7 activity was normalized to control transfected cells. No significant differences in caspase activity could be detected, indicating that altered miR-1287-5p expression has no effects on apoptosis. Figure S8 Cell cycle of cells with overexpression or inhibition of miR-1287-5p expression. (A–B) Stable overexpression of miR-1287-5p resulted in significantly increased cells in G1-phase compared to control cells in the cell line (A) SUM159 and (B) MDA-MB-231. (C–D) Transient overexpression and inhibition of miR-1287-5p resulted in increased number of cells in G1-phase for the mimic and decreased number of cells in G1-phase for the inhibitor compared to control cells, respectively. Figure S9 (A,B). Transiently forced expression of miR-1287-5p in two breast cancer cell lines led to significantly less number of colonies in the soft agar, whereas (C, D) transient silencing by an inhibitor induced more and bigger colonies in soft agar. (E) Cumulative distributions of mRNA fold changes between miR-1287-5p overexpressing and control SUM159 cells. The distributions of transcripts without (black, *n* = 12,210) or with (red, *n* = 236) at least one miR-1287-5p seed match (type 8mer) in their 3′ UTR were significantly different (*p* = 7E-5) as assessed by a one-sided Kolmogorov-Smirnov test. (F) qRT-PCR validation of three putative miR-1287-5p interacting candidate genes PIK3CB, LAYN and RAP2B in the cell line SUM159. *p < 0.05, **p < 0.01. Figure S10 High PI3KCB expression levels are associated with poor recurrence-free survival in patients with breast cancer (*n* = 3955). Figure S11 High PI3KCB expression levels are associated with poor overall survival in patients with breast cancer (*n* = 1402). Figure S12 (A) qRT-PCR validation of three putative miR-1287-5p interacting candidate genes *PIK3CB*, *LAYN* and *RAP2B* in the cell line SUM159. Successful knock-down by short interfering RNA against PIK3CB was demonstrated by (B) qRT-PCR and (C) Western Blot analysis upon transient transfection. A significantly decreased PIK3CB level could be achieved compared to control transfected cells. (D–I): Growth inhibitory effects of dose-depending exposure of selective PI3K-inhibitors on the cell lines SUM159 and MDA-MB-231. (D–E) CAL-101, (F–G) BYL719, and (H–I) GSK2636771 ***p < 0.001. Figure S13 Growth inhibitory effects of dose-depending exposure of selective PI3K-inhibitors on the cell lines BT549 and MDA-MB-468. (A–B) CAL-101, (C–D) BYL719

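Across the 14884 genes with a symbol here, the log2 fold changes lay close to 0, with a median of 0.011. The lowest 1% of genes lay below −0.62 and the highest 1% above 0.51, so the lower tail was the longer one. Among the 10348 brighter genes the median was −0.0032, with the lowest 1% below −0.64 and the highest 1% above 0.49. Genes were not divided by their seed matches here.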

Additional file 3: **Table S2.** Downregulated mRNAs after miR-1287 overexpression in the cell line SUM159. This list shows 126 mRNAs that were at least 1.5-fold downregulated with a *p*-value of< 0.05.

## Abbreviations

AKT: Protein kinase B
BC: Breast cancer
BRCA1: Breast cancer gene 1
CFU: Colony formation unit
CORO2A: Coronin 2A
CSC: Cancer stem cell
EGF: Epidermal growth factor
ER: Estrogen receptor
FBS: Fetal bovine serum
FGF: Fibroblast growth factor
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
LAYN: Layilin
miRNA: MicroRNA
PARP: Poly (ADP-ribose)
PI3KCA/B: Phosphatidylinositol 4,5-bisphosphate 3-kinase catalytic subunit alpha/beta isoform
PLD5: Inactive phospholipase D5
PR: Progesterone receptor polymerase
PTEN: Phosphatase and tensin homolog deleted on chromosome 10
RAP2B: Ras-related protein Rap-2b
RIPA: Radioimmunoprecipitation assay
SMAD2: Mothers against decapentaplegic homolog 2
TCGA: The Cancer Genome Atlas
TNBC: Triple negative breast cancer
U6: U6 protein
WST-1: Cell proliferation assay

# Supplementary material for: MiR-1287-5p inhibits triple negative breast cancer growth by interaction with phosphoinositide 3-kinase CB, thereby sensitizing cells for PI3Kinase inhibitors
**Source:** Breast Cancer Res. 2019 Feb 1;21:20. doi: 10.1186/s13058-019-1104-5
**Supplement:** Supplementary file 1 — Table S1. Primer sequences used for quantitative RT-PCR analysis.

Table S1: Primer sequences for qRT-PCR analysis.

| **Primer ID** | **Sequence 5'- 3'** |
| --- | --- |
| **GAPDH_fw** | AAG GTC GGA GTC AAC GGA TTT |
| **GAPDH_rev** | ACC AGA GTT AAA AGC AGC CCT G |
| **U6_fw** | CTC GCT TCG GCA GCA CA |
| **U6_rev** | AAC GCT TCA CGA ATT TGC GT |
| **PIK3CB_fw** | AGA TCG CTC TGG CCT CAT TG |
| **PIK3CB_rev** | TCC AGG TCA TCC CCA GAG TT |
| **SMAD2_fw** | GTG CCT CGC GCC CTA A |
| **RAP2B_fw** | AAG CCT CGG TAG ACG AGC TA |
| **RAP2B_rev** | GTC GGA TGC GTT TGG CTT TT |
| **PLD5_fw** | GGG AAG GAA GAT TGG TCG CA |
| **PLD5_rev** | CCA CCA GGG CAA TTC GAC A |
| **LAYN_fw** | CGG GAA CCG CGC TAC AG |
| **LAYN_rev** | GAG GTC CAA ATC CGA GGC ACT |
| **CORO2A_fw** | GCC CAG CCT GGA CAA ACA AT |
| **CORO2A_rev** | GGG TGC CAT GAC ATC TGC TT |

# Supplementary material for: MiR-1287-5p inhibits triple negative breast cancer growth by interaction with phosphoinositide 3-kinase CB, thereby sensitizing cells for PI3Kinase inhibitors
**Source:** Breast Cancer Res. 2019 Feb 1;21:20. doi: 10.1186/s13058-019-1104-5

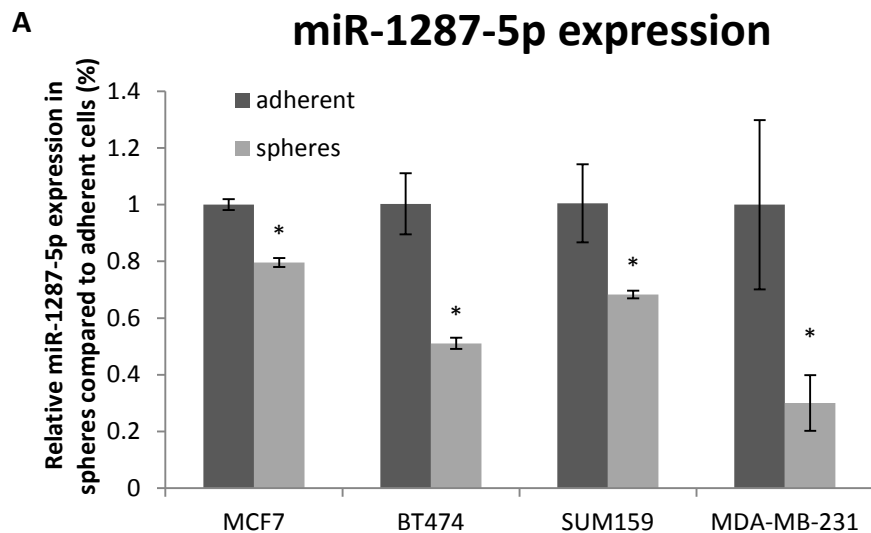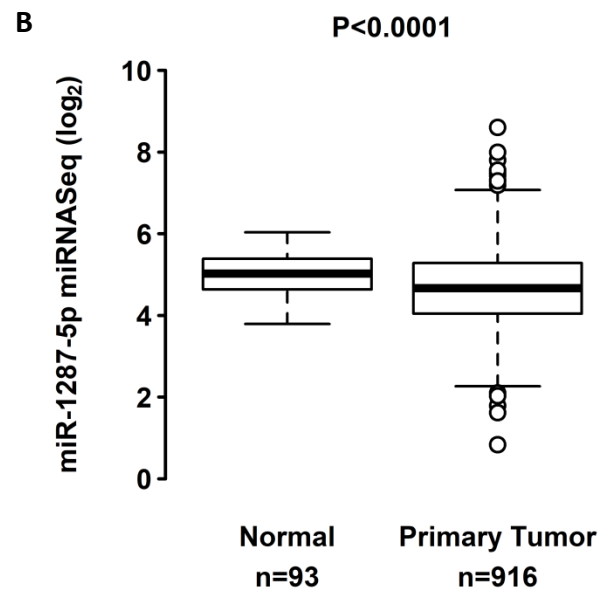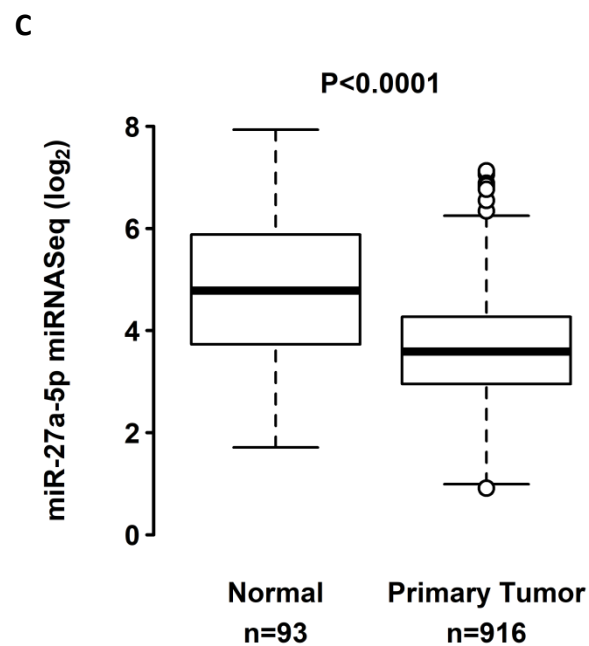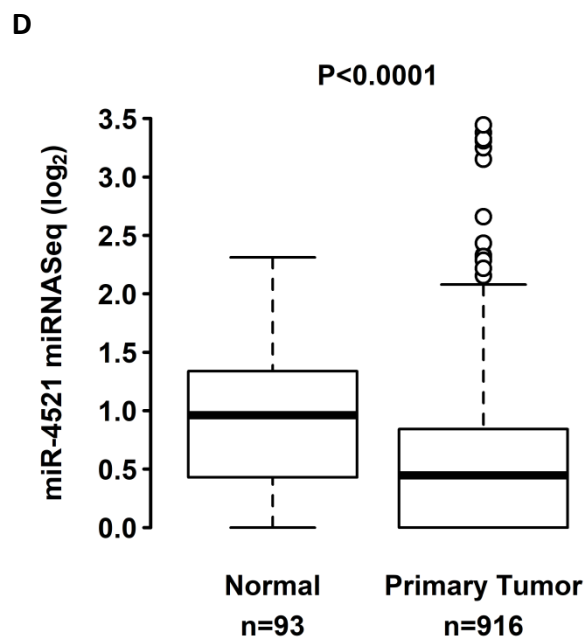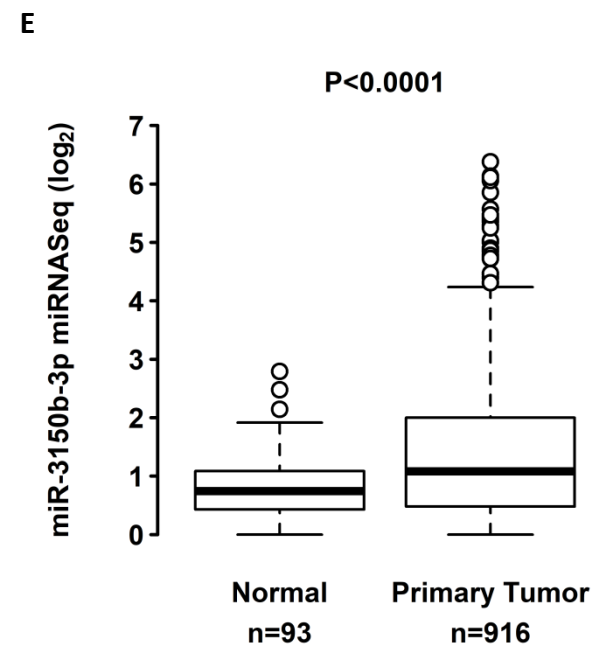

A

Relative miR-1287-5p expression in BC cell lines

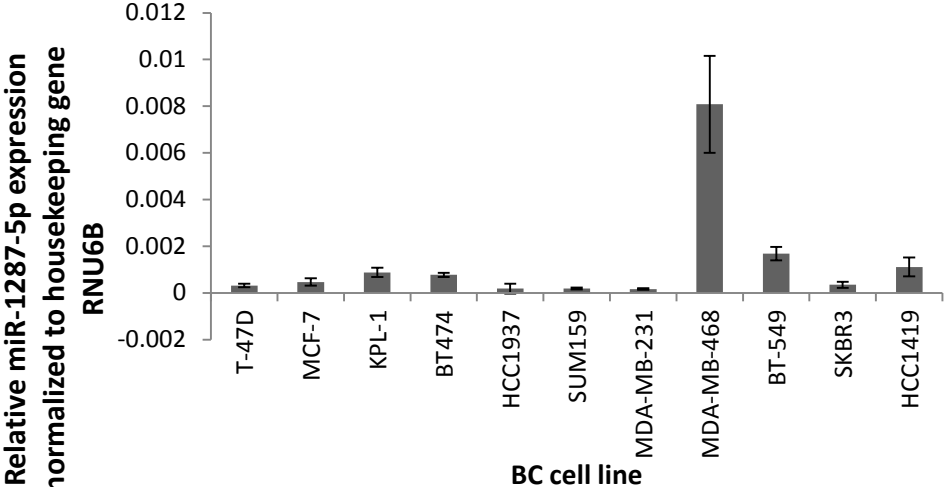

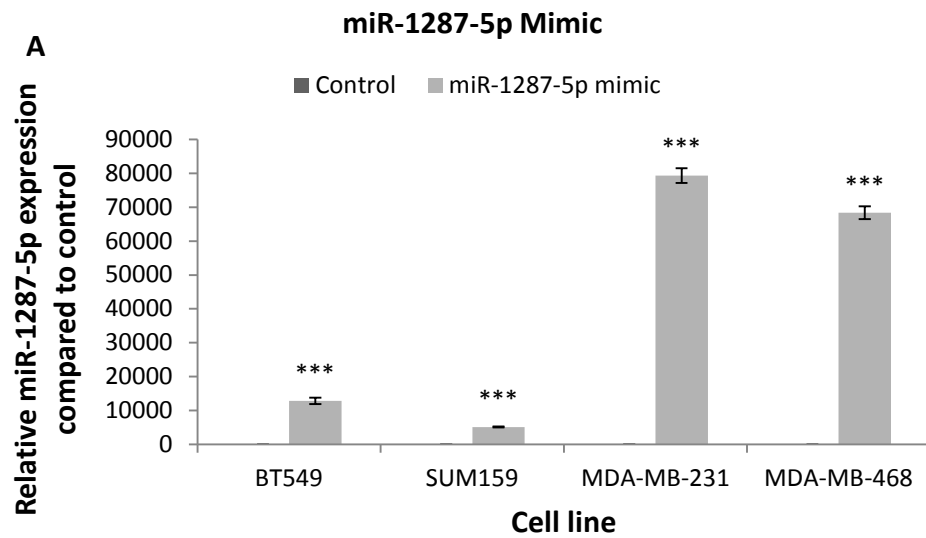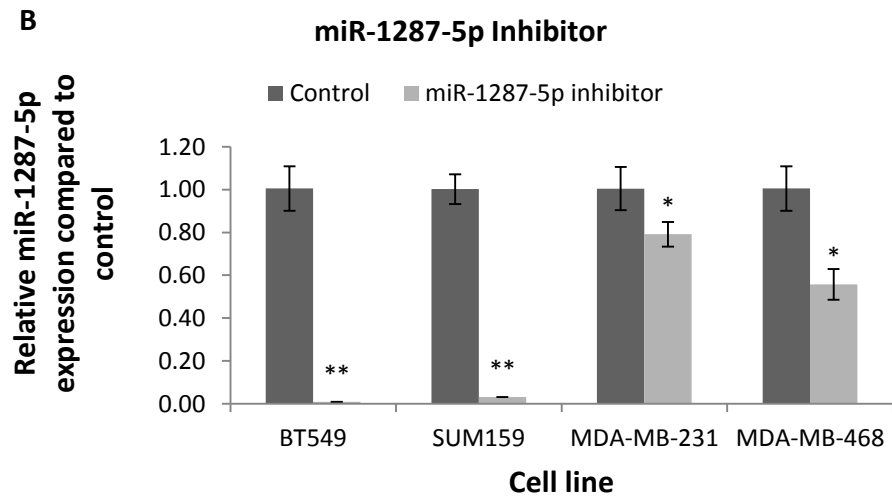

A**SUM159**

miR-1287-5p Mimic   Control

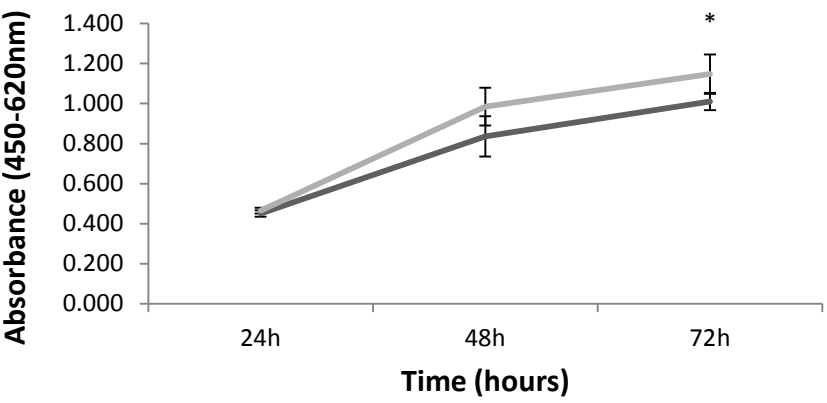**C****MDA-MB-468**

miR-1287-5p Mimic   Control

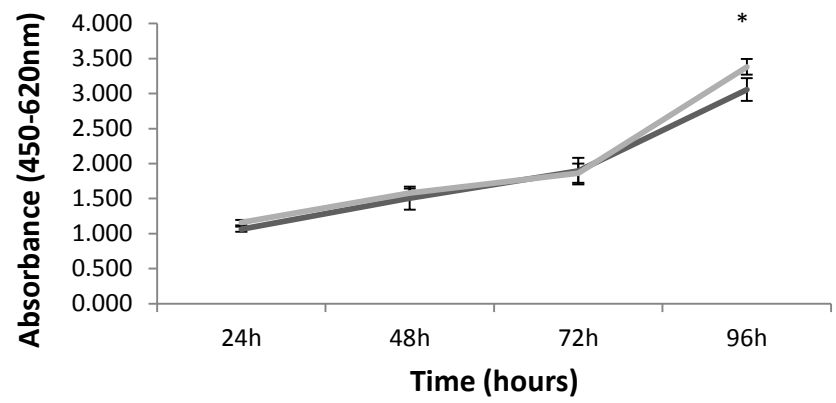**B****BT549**

miR-1287-5p Mimic   Control

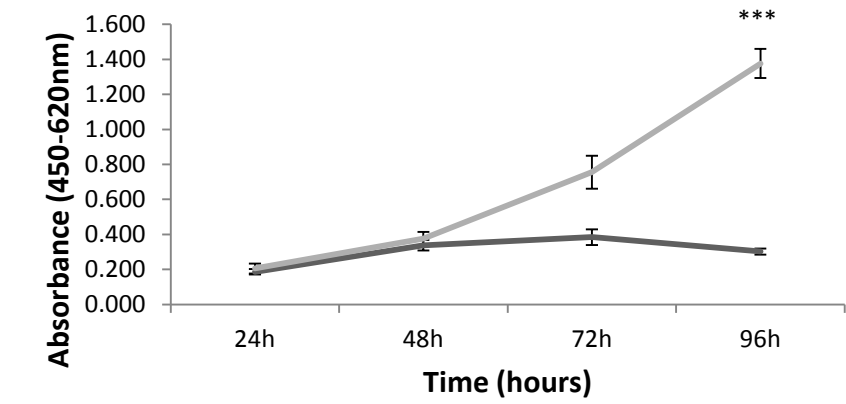**D****MDA-MB-231**

miR-1287-5p Mimic   Control

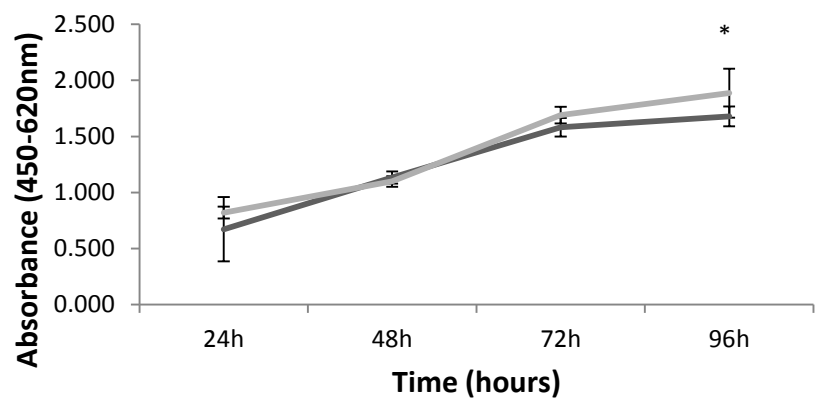

A MCF7 CFU Assay

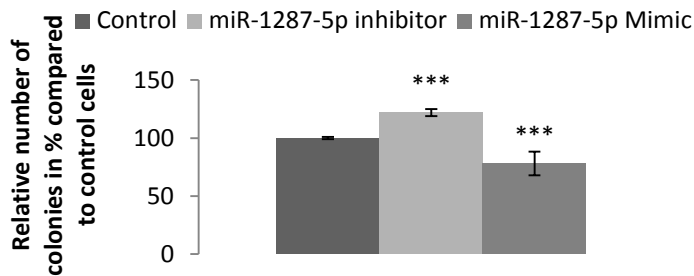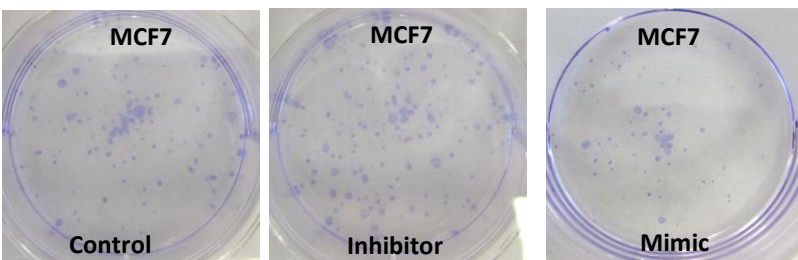

B SKBR-3 CFU Assay

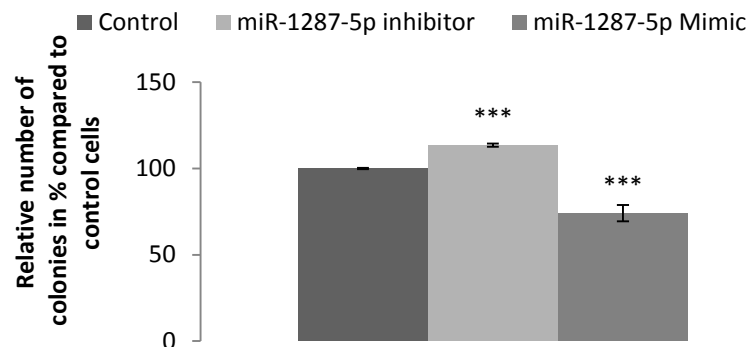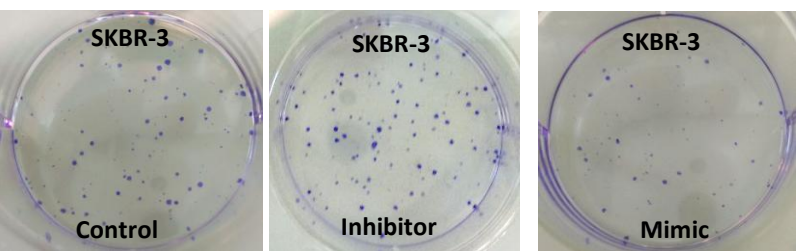

C SUM159 mature miR-1287-5p overexpression

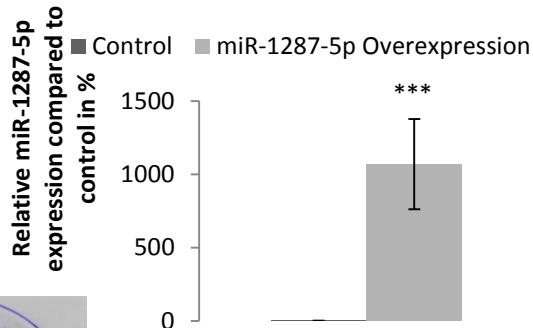

D MDA-MB-231 mature miR-1287-5p overexpression

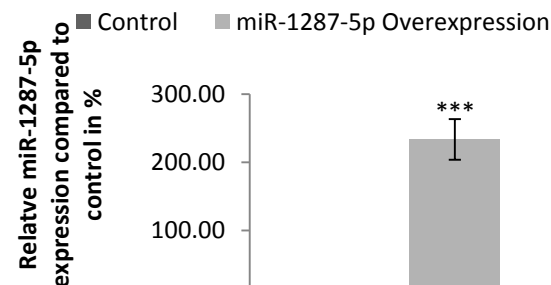

E SUM159 miR-1287 precursor overexpression

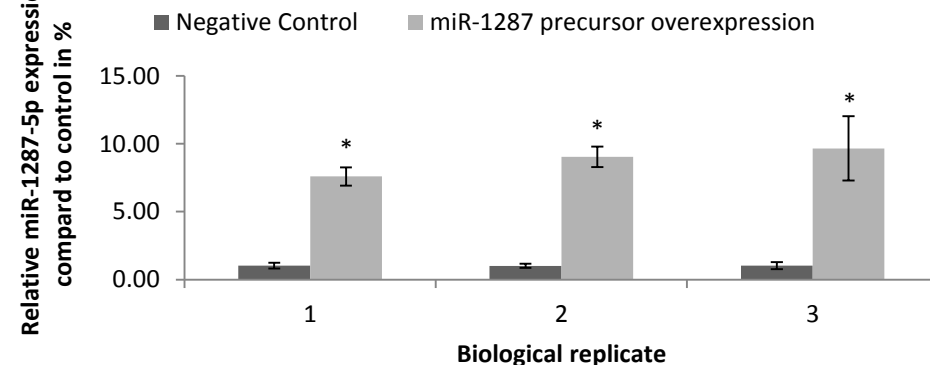

F MDA-MB-231 miR-1287 precursor overexpression

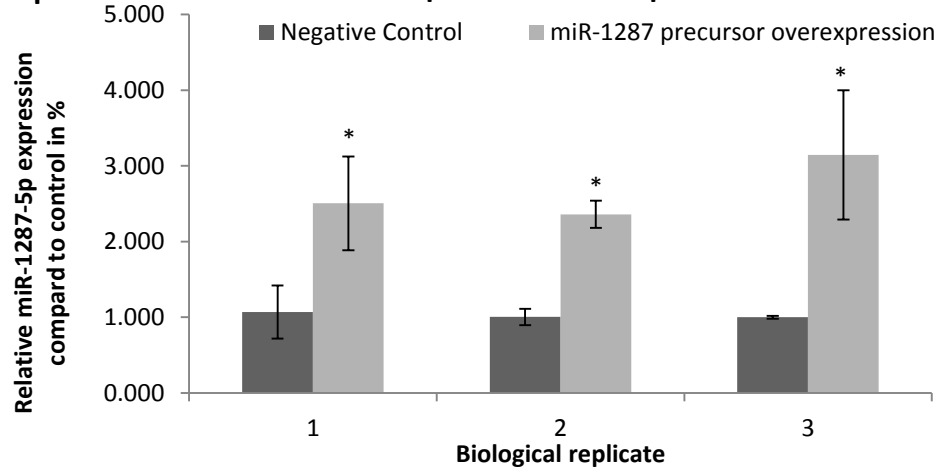

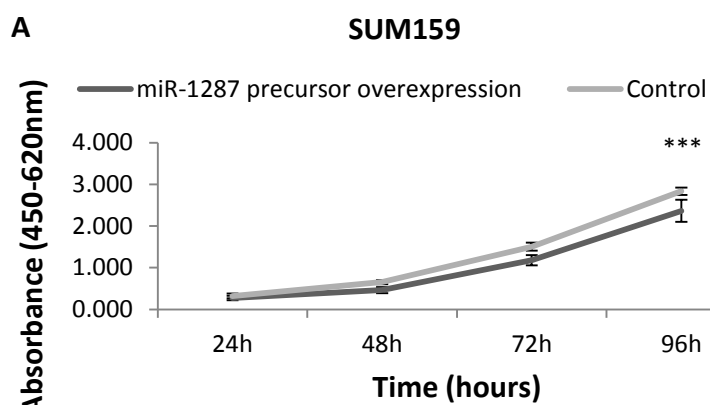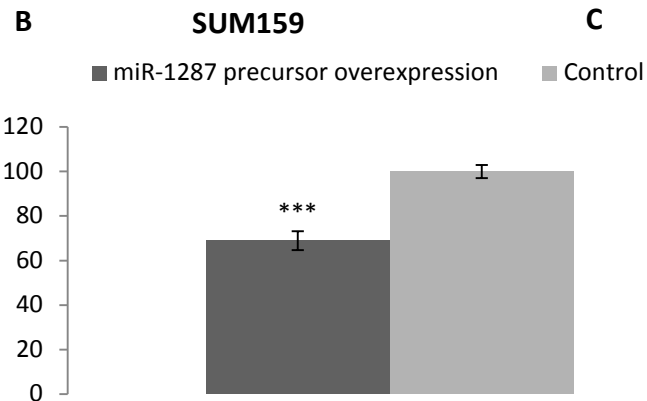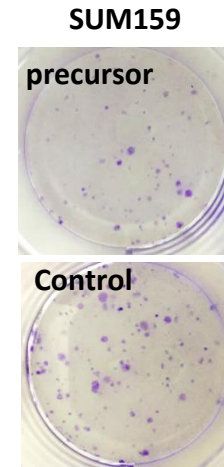

Xenografts of miR-1287 precursor overexpression SUM159

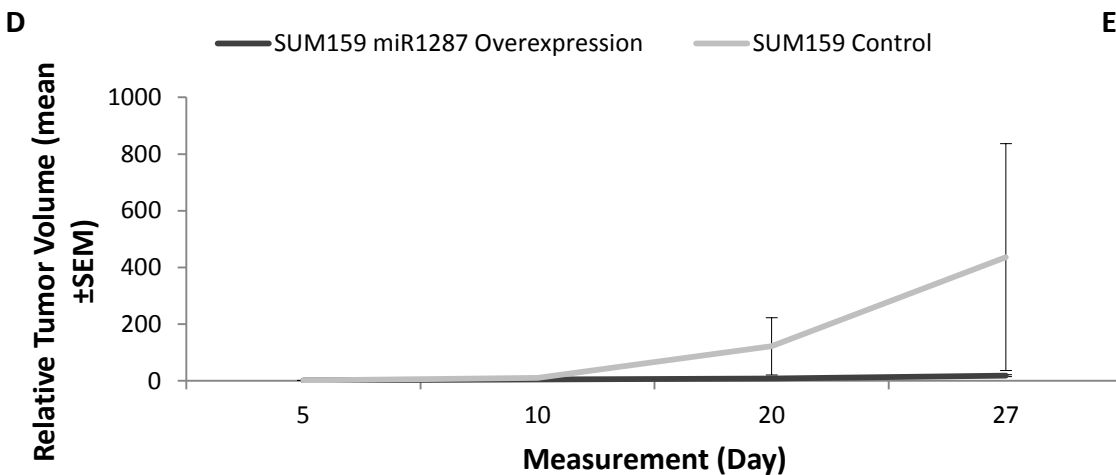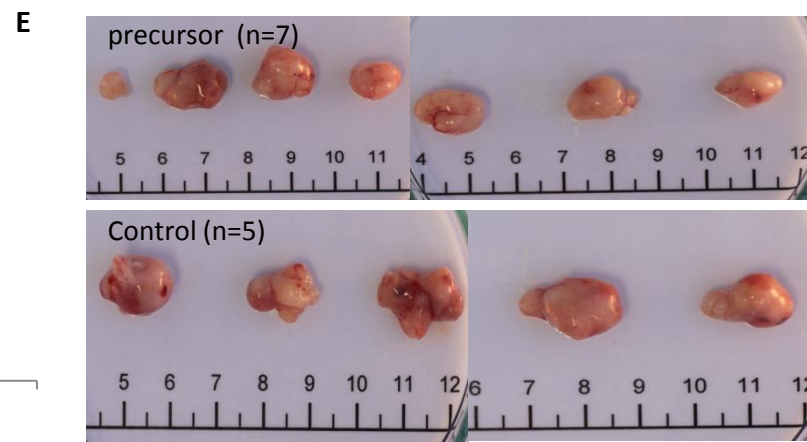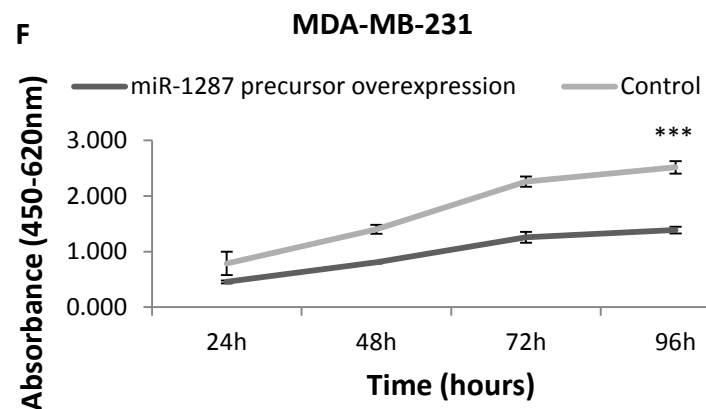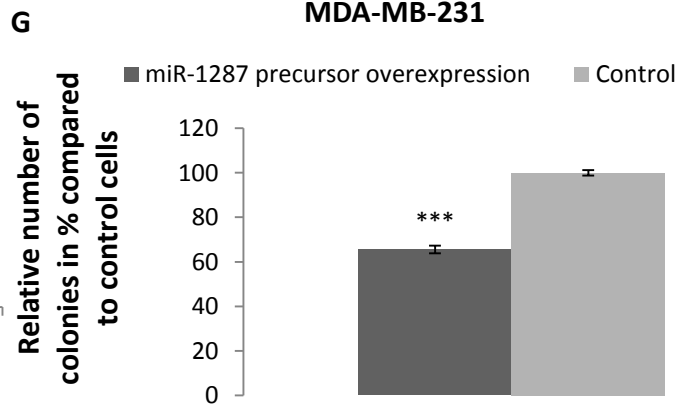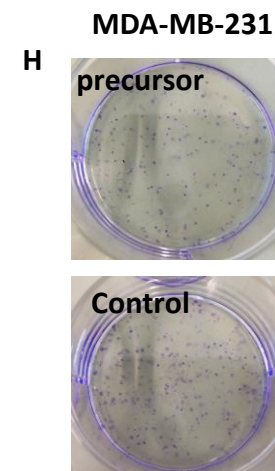

A**Caspase 3/7 assay: transient transfections**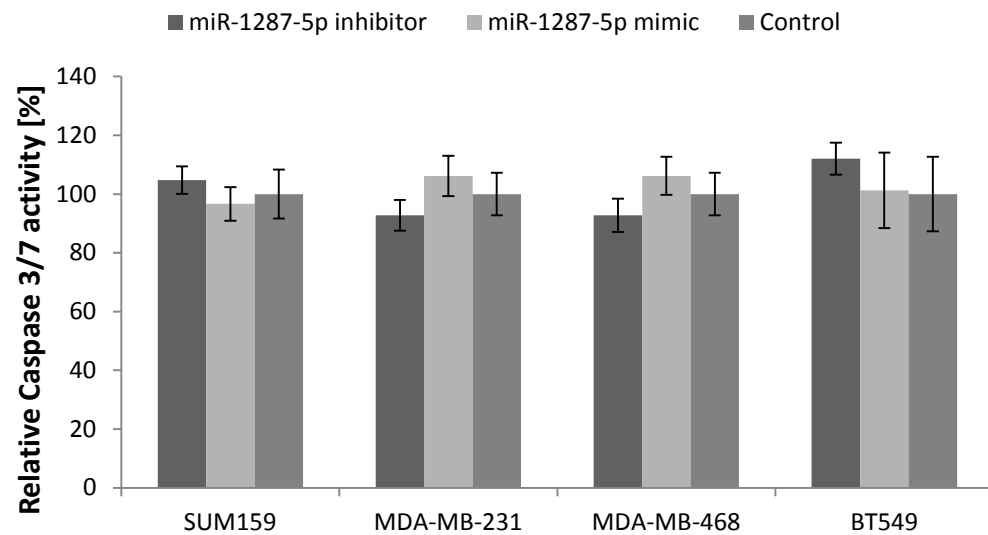**B****Caspase 3/7 assay: lentiviral miR-1287 precursor overexpressing cell lines**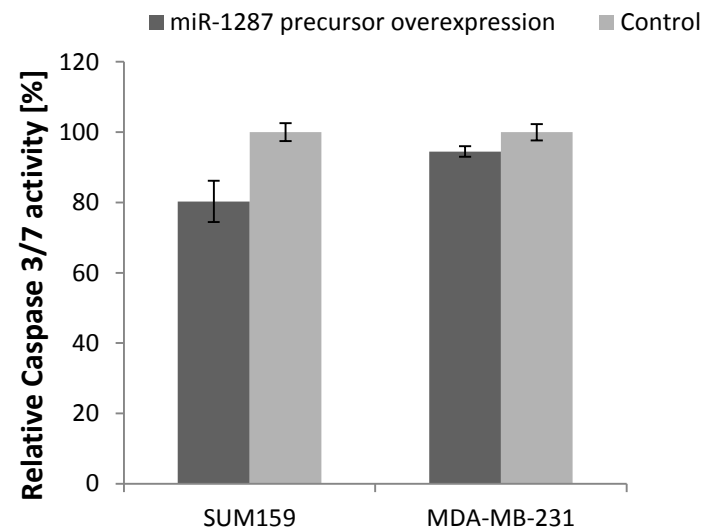**C****Caspase 3/7 assay: lentiviral miR-1287-5p overexpressing cell lines**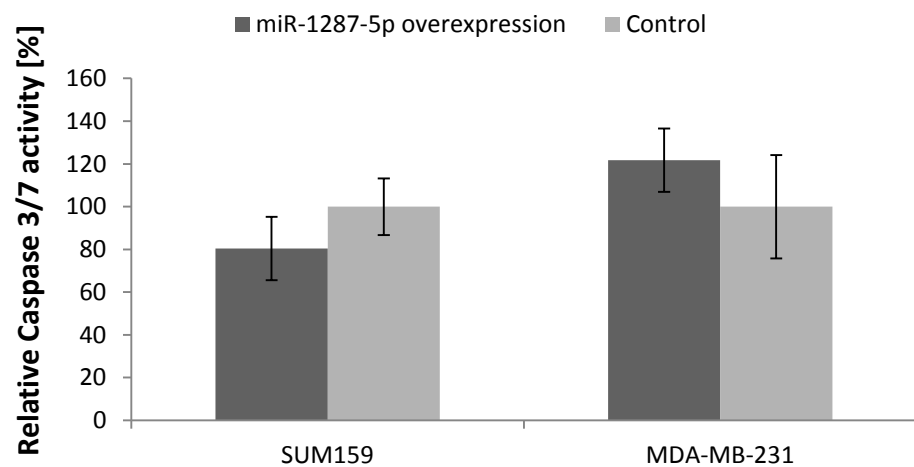

Stable transfection:

A

SUM159

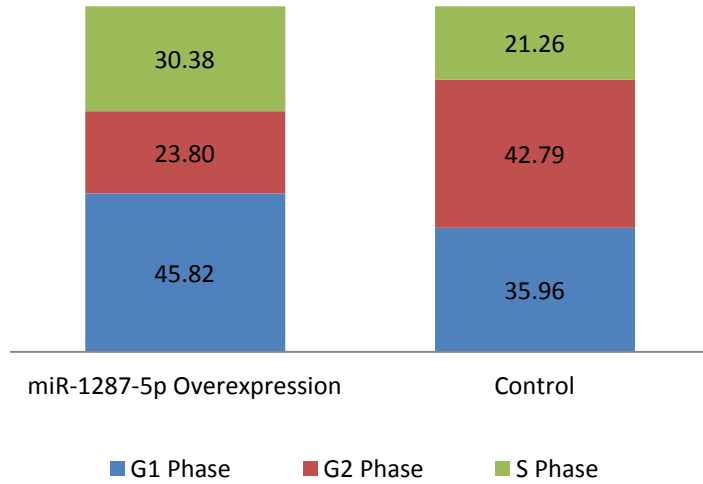

B

MDA-MB-231

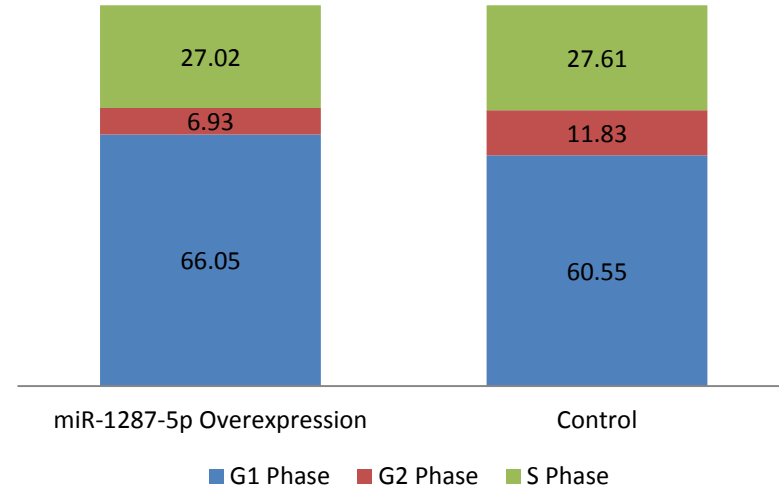

Transient transfection:

C

SUM159

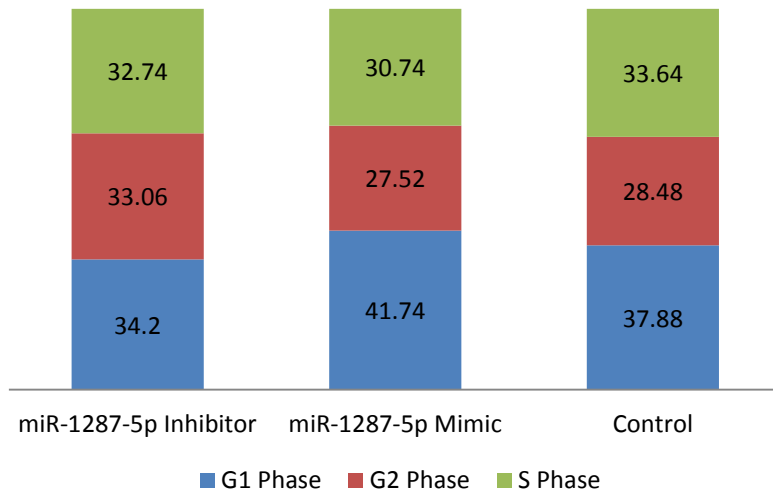

D

BT549

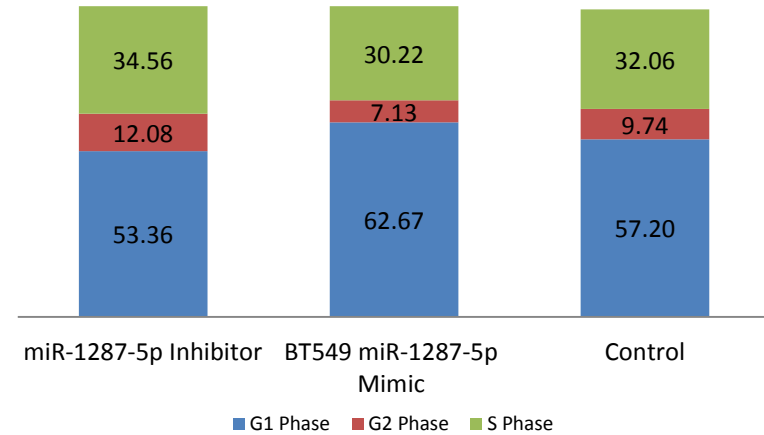

SUM159

A ■ Control ■ miR-1287-5p inhibitor ■ miR-1287-5p mimic

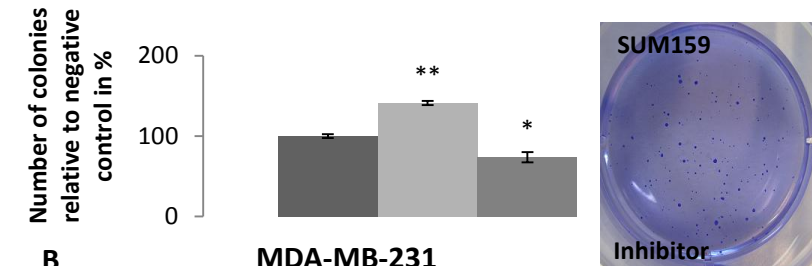**MDA-MB-231**

B ■ Control ■ miR-1287-5p inhibitor ■ miR-1287-5p mimic

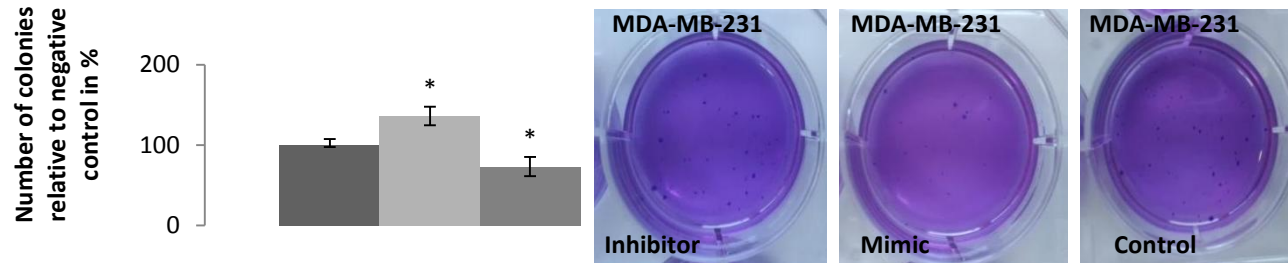**SUM159**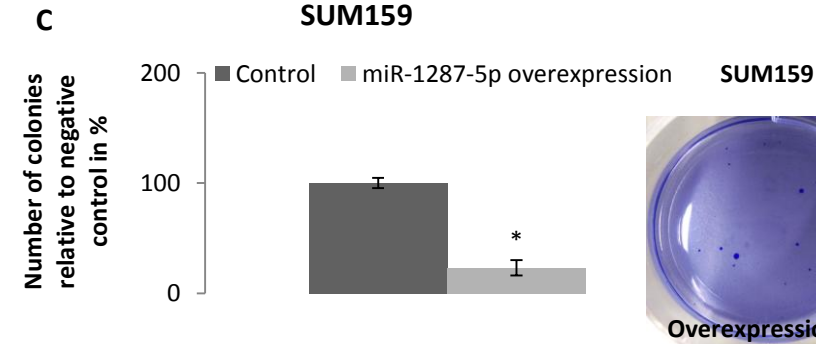**MDA-MB-231**

D ■ Control ■ miR-1287-5p overexpression

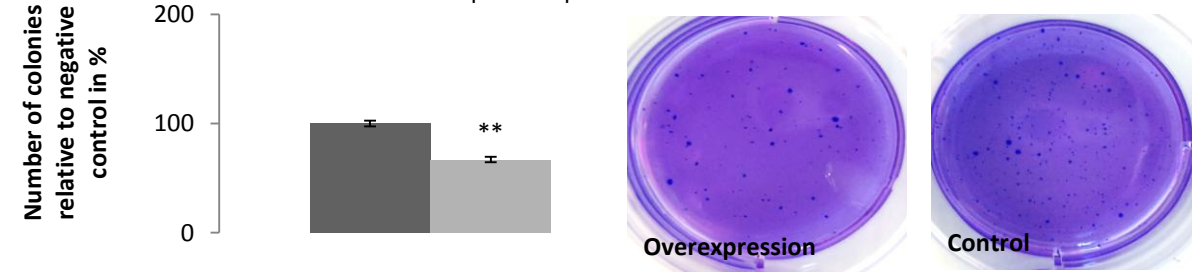**E**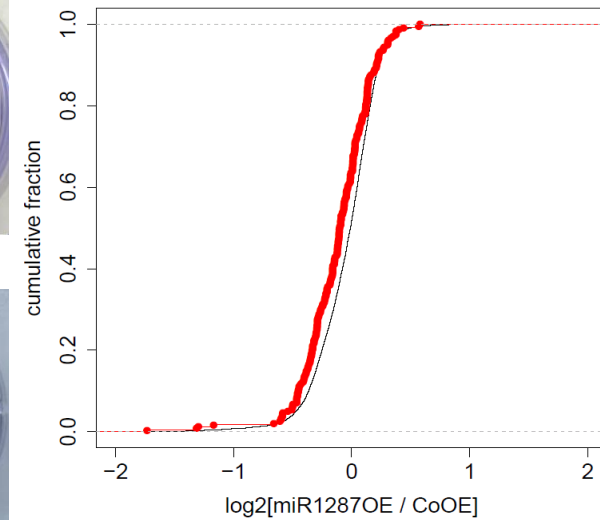**F**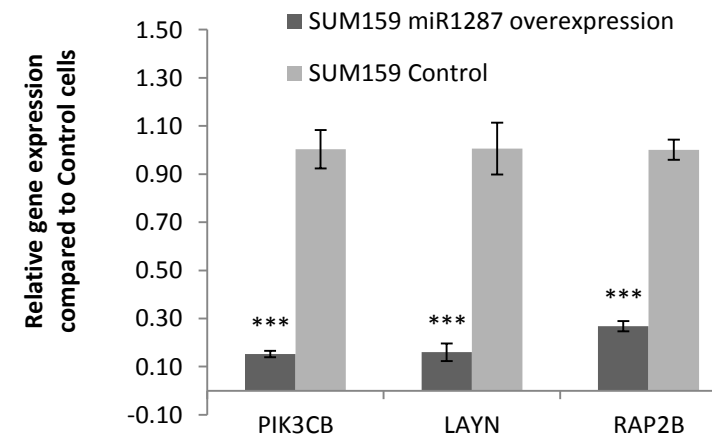

212688_at

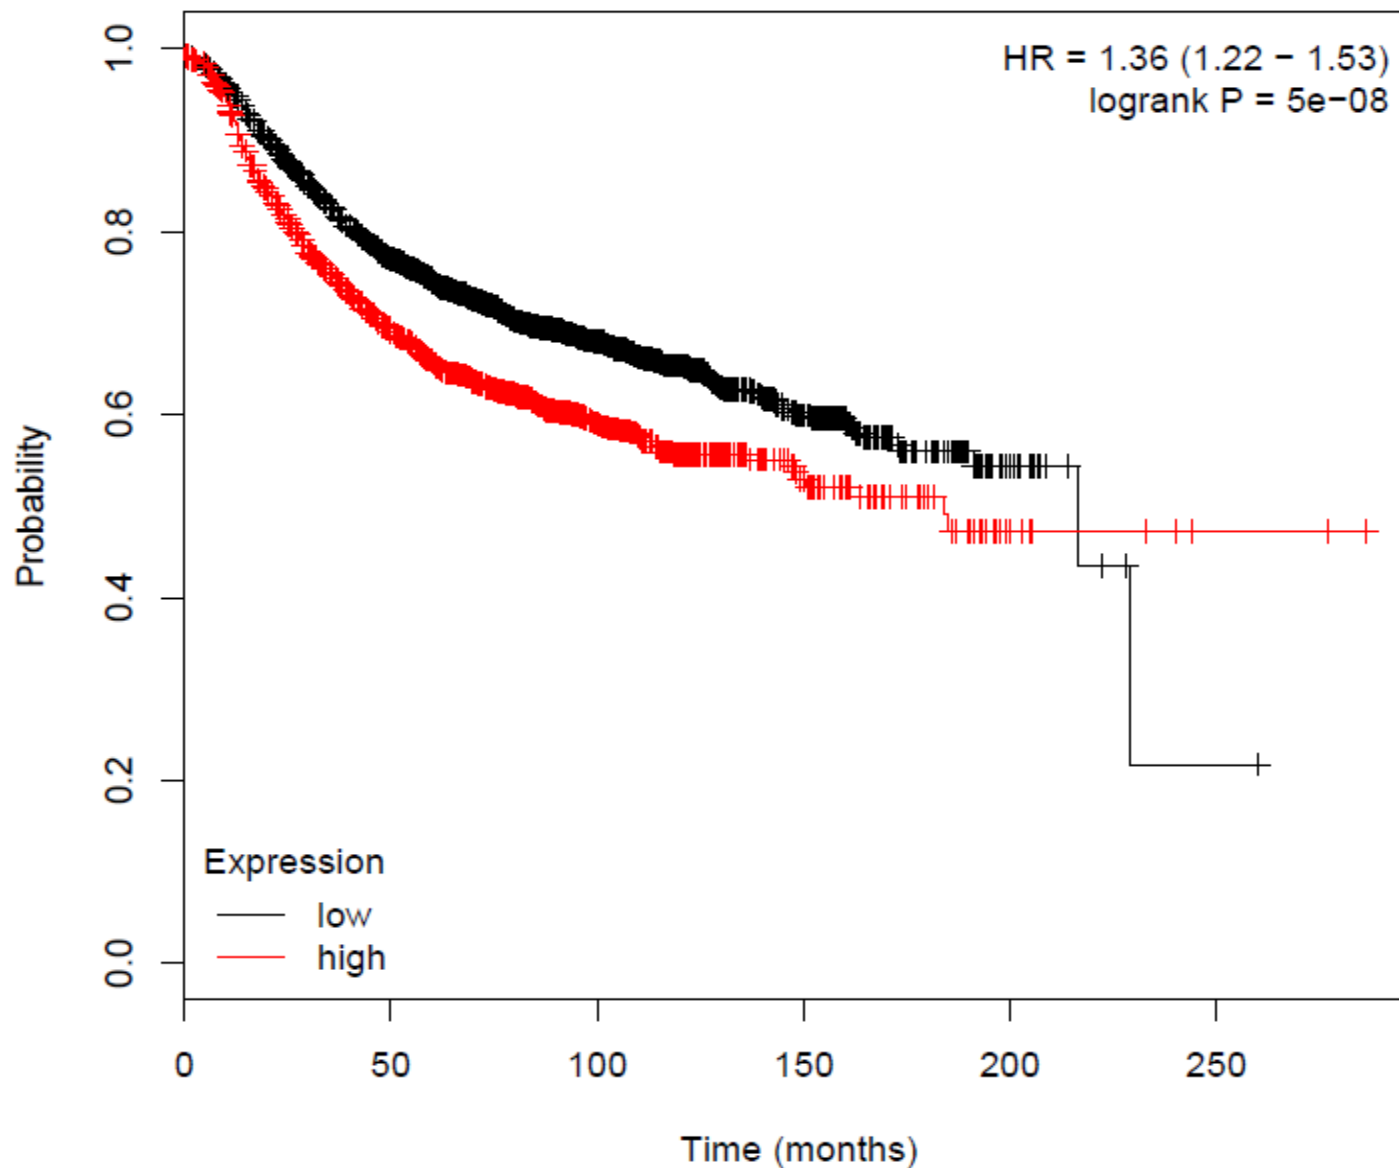

Number at risk

low	2639	1769	775	171	17	1
high	1312	750	300	70	10	2

212688_at

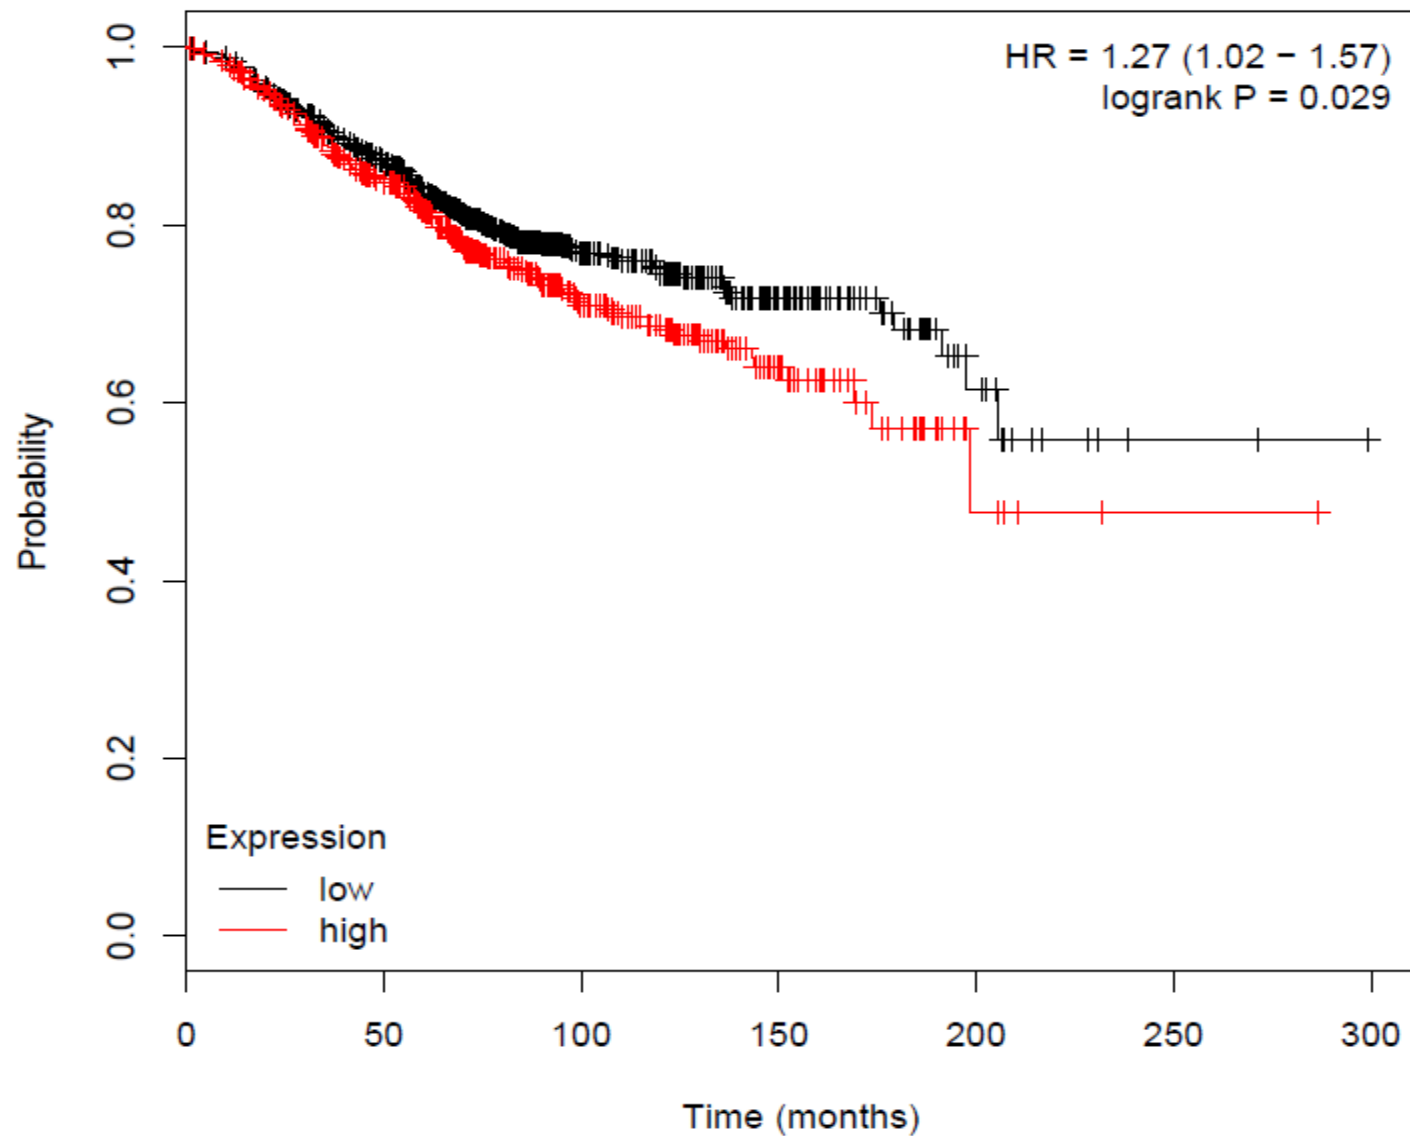

Number at risk								
low	817	650	294	83	16	2	0	
high	585	433	183	46	5	1	0	

A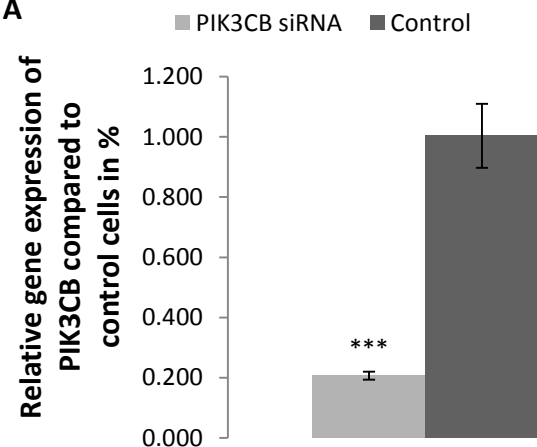**B**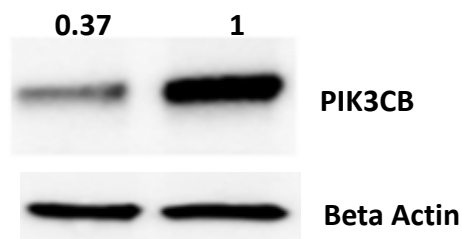**C**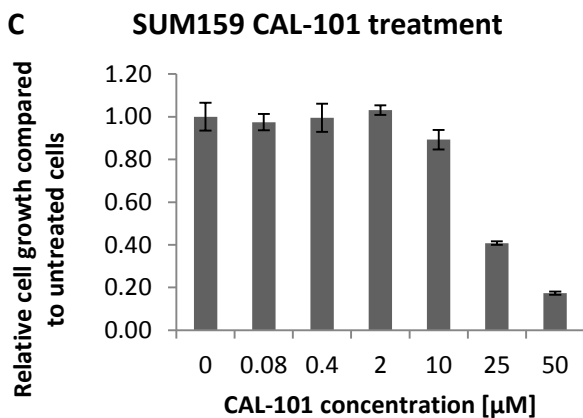**D**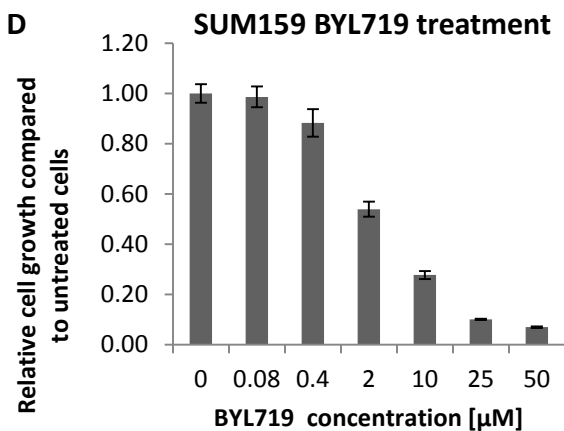**E**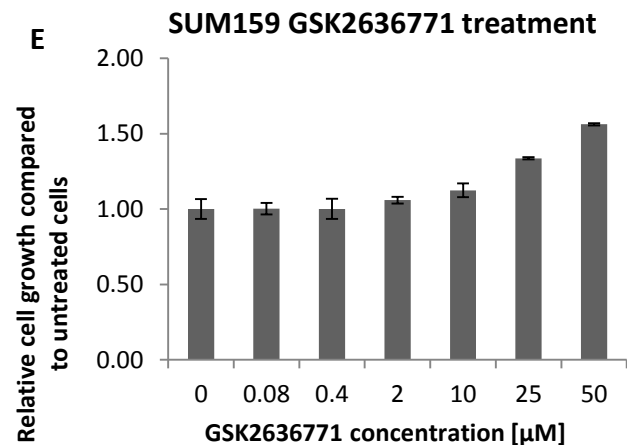**F**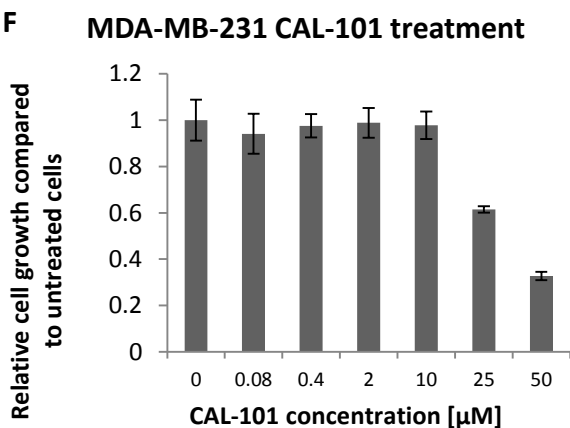**G**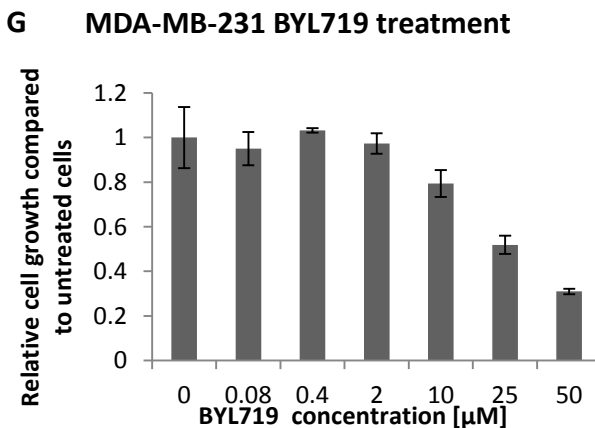**H**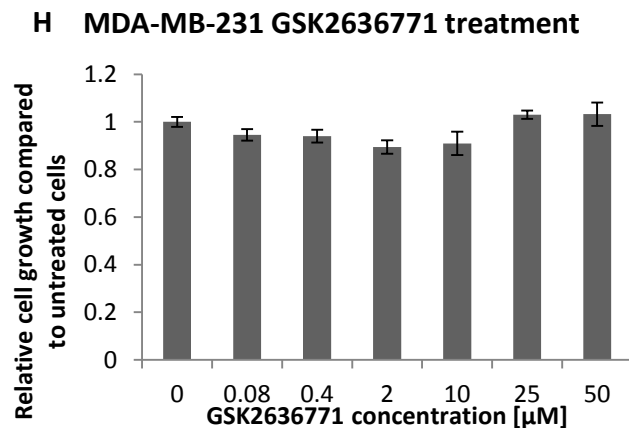

A**BT549 CAL-101 treatment**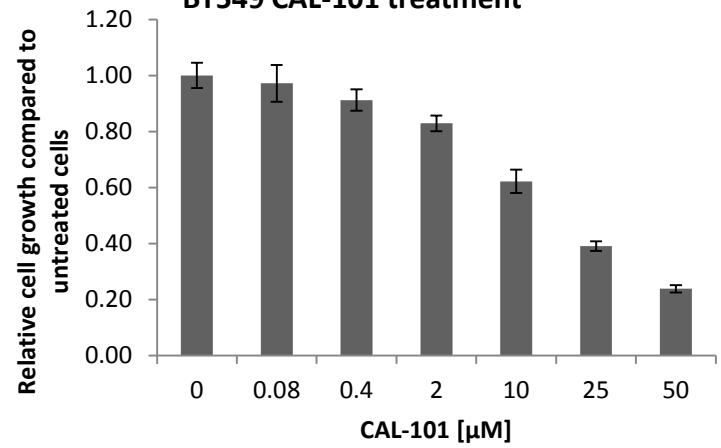**B****MDA468 CAL-101 treatment**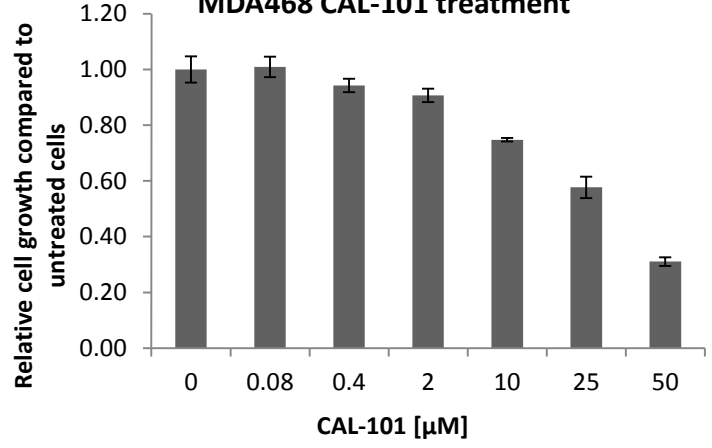**C****BT549 BYL719 treatment**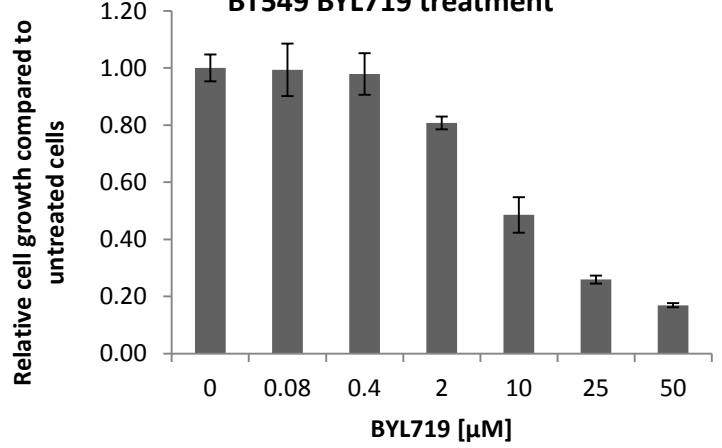**D****MDA468 BYL719 treatment**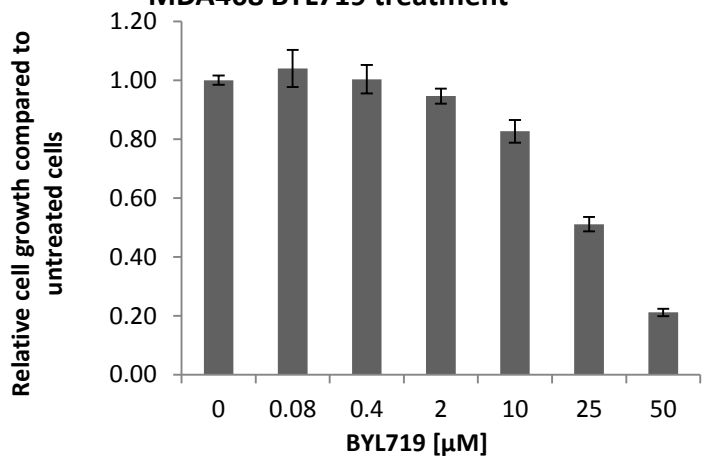

**Supplement:** Supplementary file 2 — Figure S1. (A) Measurement of miR-1287-5p in mammospheres compared to control cells by quantitative RT-PCR in four BC cell lines including two triple negative (SUM159 and MDA-MB-231) confirms the results of the microarray analysis. MiR-1287-5p is downregulated in mammospheres compared to adherent growing parental cells; *p < 0.05, **p < 0.01 . (B) Lower miR-1287-5p expression levels in cancer tissue compared to normal tissue could be confirmed in a second independent cohort using breast cancer patients from the TCGA dataset. (C–E) Other microRNAs, including miR-27, miR-3150, and miR-4521, are significantly up- or downregulated in normal breast versus cancer tissue in the TCGA dataset. Figure S2 (A) Relative miR-1287-5p expression levels in 11 different breast cancer cell lines ordered by the subtype; miR-1287-5p could be detected in all BC cell lines regardless of the molecular subtype (T-47D, MCF-7 and KPL-1 for luminal A; BT474 luminal B; HCC1937, SUM159, MDA-MB-231, MDA-MB-468, BT549 Triple negative; SKBR3 and HCC1419 HER2/neu expressing cell lines). Figure S3 Confirmation of expression changes of miR-1287-5p by quantitative RT-PCR in four different breast cancer cell lines (A) Transient overexpression of miR-1287-5p using a miR-1287-5p mimic and (B) transient silencing using miR-1287-5p inhibitor. *p < 0.05, **p < 0.01, ***p < 0.001. Figure S4 WST-1 assay in four different triple negative breast cancer cell lines after transient miR-1287-5p overexpression. Line graphs represent cell growth after transient transfection in the cell lines SUM159, BT549, MDA-MB-468, and MDA-MB-231. miR1287-5p overexpression led to significantly decreased cellular growth rates in all tested cell lines (A) SUM159 (p = 0.016825), (B) BT549 (p = 0.0001), (C) MDA-MB-468 (p = 0.019857), and (D) MDA-MB-231 (p = 0.020009). *p < 0.05, ***p < 0.001. Figure S5 (A, B) Cellular growth rate in non-triple negative breast cancer cell lines upon manipulation of miR-1287-5p expression level. miR-1287

# Supplementary material for: MiR-1287-5p inhibits triple negative breast cancer growth by interaction with phosphoinositide 3-kinase CB, thereby sensitizing cells for PI3Kinase inhibitors
**Source:** Breast Cancer Res. 2019 Feb 1;21:20. doi: 10.1186/s13058-019-1104-5
**Supplement:** Supplementary file 3 — Table S2. Downregulated mRNAs after miR-1287 overexpression in the cell line SUM159. This list shows 126 mRNAs that were at least 1.5-fold downregulated with a p-value of< 0.05.

Table S2: Downregulated genes after miR-1287 overexpression in the cell line SUM159. This list shows 126 mRNAs that were at least 1.5 fold –downregulated with a p-value of<0.05.

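Table S2 gives 126 entries with 123 different names, and 58 of these names match a gene with a symbol here. Of these, 57 were lower in miR-1287-5p overexpressing cells by at least 1.5-fold at an unadjusted p under 0.05 from limma, and 1, CPPED1, at an adjusted p under 0.05. Adjusted over the list alone, 57 were lower, but the study chose the list on these arrays, so the direction is not independent evidence. The fold change computed here was within 0.02 of the paper's for the same 57 genes, as for CPPED1, with −5.04 here and −5.04 as the paper's value. For NEO1 the fold change was −2.08 here and −2.08 as the paper's value. FAR2P1 had 1.12 in its only transcript cluster with a symbol here, which may not be the one listed in Table S2. By the methods' t-test 62 genes with a symbol here were at least 1.5-fold lower at an unadjusted p under 0.05, and 57 of them are in Table S2. By limma 102 genes met these thresholds, and 57 of them are in Table S2.

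**Figure D3:**
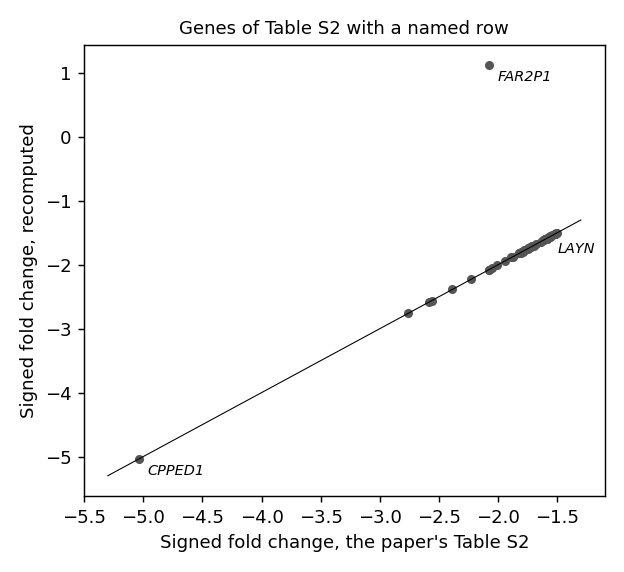
Signed fold change of the 58 matched genes, with the paper's value from Table S2 on the x axis and the value computed from the deposited arrays on the y axis, and a line where both are equal. All points but FAR2P1 (1.12) lie on the line, and CPPED1 is the lowest at −5.04.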

How the deposited data were processed for this re-analysis (not part of the article)

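Gene expression was measured in SUM159 cells with stable lentiviral overexpression of mature miR-1287-5p and in control cells, in 3 cultures each, with 1 Affymetrix Human Gene 2.0 ST array per culture. The authors made the log2 values by RMA in Partek Genomics Suite 6.6, with background correction, quantile normalization across all arrays, log2 transformation and median polish to 1 value per transcript cluster. The methods also name a filtering step without describing it, and the deposited table holds 53617 transcript clusters. No further normalization was applied to the deposited log2 values in the main setting. The arrays' median log2 signal was 4.33 to 4.42, and the number of arrays limits the precision.

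Gene symbols were taken from the probe-to-gene table of the array platform used here, which gives 1 symbol for 16098 transcript clusters and several for 0. The other 37519 are unnamed here, among them any for PIK3CB, RAP2B, PLD5, CORO2A, PIK3CA and MIR1287. Older symbols were updated and genes were put in chromosomal order with the RefSeq gene table of GRCh38.p14. Where a symbol had several transcript clusters, the one with the highest mean over all 6 arrays stood for the gene.

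Each transcript cluster was compared between the 2 groups with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg adjustment over all transcript clusters, threshold 0.05). The heading of Table S2 gives at least 1.5-fold and p under 0.05, and these thresholds were applied to the unadjusted p. The methods name a 2-fold filter for the in silico prediction, which was run beside it. For single genes an exact permutation test was computed, whose smallest two-sided p is 0.1. The 25 gene lists, of which 23 had measured members, were compared with all other genes by limma's camera with a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists and with an estimated correlation as an alternative. The members of a list were also adjusted over the list alone. For each of the candidates selected in the paper, the median log2 fold change of its 25 nearest brighter measured neighbours on each side was set among the windows around all such genes, and blocks of 50 neighbouring genes were tested with camera. For these windows and blocks, brighter means a mean log2 signal above the median of the transcript clusters with a symbol, which kept 7579 genes. Elsewhere brighter means a mean log2 signal above 4.37, the median of all transcript clusters.

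The comparisons, lists, alternatives and the rule for named genes were fixed before the data were examined, but after Table S2, which comes from these same arrays, had been read. List members that are in Table S2 had been seen there as lower. The neighbour windows were planned because several genes of Table S2 lie on the same chromosome arms, so these windows were not chosen blind to the outcome. The rule takes the genes the paper names for the array, GAPDH and PYROXD2, the first 10 genes of Table S2 with a symbol here (whose values in the paper had been seen), the 10 genes that rose most and fell most at an adjusted p under 0.05 with groups that do not overlap (or at an unadjusted p under 0.05 where none passed, as for genes that rose), and up to 4 members of a described list or block with the smallest p. Which lists to describe, and PATJ beyond the 4 members of the epithelial list, were chosen after the values were seen.

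Alternatives were limma with an intensity trend, the methods' t-test (the unpaired Student test, which the statistics section names for all analyses beside the Mann-Whitney test), the replicate number as a block, array medians centred, cyclic loess, dim transcript clusters left out, only transcript clusters with a symbol, array weights, and each array left out in turn. An alternative with the component shared by arrays of both groups as a covariate was added after the data were seen. It is the first component of the within-group residuals of the 26808 brighter transcript clusters. It was carried over to the difference between the groups by the slope of the fold changes on its loadings, 0.25. The covariate therefore also takes out, by construction, any effect of the overexpression that goes with this component. The same fits were run on all 10 splits of the 6 arrays into equal groups.

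The fits were tested on simulated data for this comparison, with 53617 transcript clusters, of which 50 were changed at each of 4 sizes. At an adjusted p under 0.05, limma called 0 of 50 at a log2 fold change of 0.585, 10 of 50 at 1, 22 of 50 at 1.5 and 44 of 50 at 2.3. It made 4 calls among unchanged transcript clusters. Of the simulated lists and blocks, the 1 shifted list and the 1 shifted block were called and 0 unshifted ones. The simulated transcript clusters varied independently of each other, without the component that the real arrays share. The calls of lists and blocks, and the number of false calls, therefore do not carry over to the real arrays. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The comparison of genes with and without seed matches was left out, since it needs 3′ UTR sequences that are not among the sources used here.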

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

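The tests on the neighbours of SMAD2 and LAYN, the comparison of the groups along the shared component and the splits for the count at an adjusted p were chosen after the results were seen.

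HOXD13 had a log2 fold change of 1.31 (adjusted p = 0.297 from limma's test) from a control signal below the median of all transcript clusters, a signal outside the genes the paper discusses. CADM3, likewise outside them, had a log2 fold change of 1.04 (adjusted p = 0.297). NUP210, likewise outside them, had a log2 fold change of 0.92 (adjusted p = 0.381). With array weights the 3 genes had adjusted p = 0.0447, 0.0285 and 0.0364 (PTGES and MIR1271 0.0364 each), and over all alternatives their adjusted p ranged up to 0.952, 0.989 and 0.990. The transcript cluster 17112918, unnamed here, fell by 2.07 (−2.07, adjusted p = 0.0350 from limma's test) and has no symbol in the table of gene symbols used here. The block of 59 neighbouring genes from FHOD3 to ADNP2, which holds SMAD2, had a median log2 fold change of −0.19 (camera, adjusted p = 4.65e-06, but adjusted p = 0.804 with an estimated correlation). Its median was −0.12 without control replicate 2 and −0.29 without overexpression replicate 1. Apart from SMAD2 the genes of this block are not discussed in the paper's text.

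Arrays of both groups lay along one component, which carried 61.8% of the within-group variance of the brighter transcript clusters and whose loadings had a correlation of 0.48 with the fold changes across these transcript clusters, which are not independent. The overexpression of miR-1287-5p as its whole source is argued against by the 3 control arrays that lie outside the range of the overexpression arrays on the first principal component, on both sides. A smooth signal-dependent scaling left between arrays, as its whole source, is argued against by the first component after cyclic loess, which still carried 56.1% of the variance. Other differences in scaling stay open, since the upper quartile of the deposited signal rose in the order of the first component. It went from 6.17 in control replicate 1 to 6.31 in control replicate 2. A difference between cultures in growth state, handling or RNA also stays open and was not tested (G2/M genes had a median loading of −0.48). The split of control replicate 1 with overexpression replicates 2 and 3 against the others gave 8477 transcript clusters at an unadjusted p under 0.05, against 2895 for the real groups, which points to a structure of the samples. It is the split with the most calls and parts the arrays by their order on the first principal component, so it restates this component and is no separate evidence for it.

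Genes near SMAD2 and, in a narrower region, near LAYN lay lower together with them. With the shared component as a covariate, the 20 nearest neighbours of SMAD2 had a median log2 fold change of −0.37 and the preset window of 50 neighbours −0.19. The 20 nearest neighbours of LAYN had −0.22 but its preset window −0.077. In the same order, the standard errors of the group term for the median signal per array were 0.092, 0.085, 0.057 and 0.050. They describe the neighbours' median signal, not the median of their fold changes, whose spread was not computed. At SMAD2 both medians lay below the bound of −0.1, against that component as the whole cause, but without a measured spread this stays open. At LAYN that component and other causes cannot be told apart. Repression of single transcripts stays open at both genes, since leaving out genes of Table S2 removed 1 brighter neighbour of SMAD2 and 0 of LAYN (medians −0.32 and −0.22). Dimmer genes were not counted there, and the window of LAYN over all genes with a symbol here ends at CADM1, which is in Table S2. A copy number difference between the 2 cell populations stays open at both genes, since the share of the 20 neighbours below 0, 100% near SMAD2 and 75% near LAYN against a bound of 80%, restates the pattern on neighbours that are not independent, and no DNA was measured. A first test of both genes together spoke against it by LAYN's 75%, the separation by gene and the use of both windows were chosen after these values were seen, and a regional change in expression stays open as untested.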

How the results depend on the processing

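All alternatives but the shared component as a covariate were set before the data were examined, and where a value moved the cause was not tested, except that fewer transcript clusters were tested where dim or unnamed ones were left out. By the methods' t-test 0 transcript clusters changed at an adjusted p under 0.05 and 272 were at least 1.5-fold lower and 211 higher at an unadjusted p under 0.05. With the replicate number as a block 0 changed at an adjusted p under 0.05, and the residuals of arrays with the same number had correlations of −0.47, −0.0018 and −0.081 across transcript clusters, so the numbers do not pair the arrays. With array medians centred 560 were higher, and after cyclic loess 1 changed at an adjusted p. With dim transcript clusters left out 5 changed at an adjusted p, 293 were lower and 155 higher, and with only named ones 106 were lower and 74 higher. With array weights, which gave control replicate 3 a weight of 7.91 and control replicate 1 one of 0.366, 25 changed at an adjusted p, 1549 were lower and 1296 higher, 4 gene lists passed, and FAR2P1 turned to −0.083. At 2-fold 135 were lower, and 2 at an adjusted p in place of p. With an estimated correlation 0 lists and 0 blocks passed, and with all named genes in place of brighter ones 40 blocks passed. With the shared component as a covariate, chosen after seeing the data, 0 changed at an adjusted p, 26 of 151 blocks passed against 65, and GAPDH turned to −0.0040. With one array left out, 0 transcript clusters changed at an adjusted p each time, 547 to 2419 were lower (2419 without control replicate 1), 437 to 918 higher (918 without control replicate 1, 644 without overexpression replicate 1), 2 to 5 lists passed (5 without overexpression replicate 1 or 2) and 11 to 85 blocks (11 without control replicate 2, 38 without overexpression replicate 3). Of LAYN and SMAD2, 1 to 2 stayed at an unadjusted p under 0.05 (1 without overexpression replicate 2 or 3), and GAPDH ranged from −0.022 to 0.075, at −0.022 without control replicate 3 and −0.00027 without overexpression replicate 2. Of the genes of Table S2, 47 to 57 were lower at an unadjusted p under 0.05 over all alternatives. Values of single genes and lists no longer passed in 14 instances, newly passed in 24 (among them CCND2 and TIMP3), and single genes reversed in 4. The medians of 13 of the 23 lists tested crossed 0 under an alternative, in 60 of 368 values, and 0 of these lists passed in the main setting. The seed match alternatives and camera under the methods' t-test were not run. FAR2P1 has no value with dim transcript clusters left out, and with mean log2 signals of 2.83 and 3.00 it lies below the median of all transcript clusters (4.37), where signal over background limits the fold change.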

Differences from the paper's values

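The paper states 126 transcripts at least 1.5-fold downregulated at p under 0.05, and 539 transcript clusters met these thresholds here by limma, 105 of them with a symbol here. The paper's statistics section names the unpaired Student t-test or the Mann-Whitney test for all analyses, and the paper does not say whether the p was adjusted. An exact Mann-Whitney test cannot give a p below 0.1 with 3 arrays against 3, and whether an exact p was used is not stated. By the methods' t-test 0 transcript clusters passed adjusted over all of them, which argues against such an adjustment for Table S2. Of the alternatives set before the data were examined, 2 give a count within 1.5 times of the paper's, with only transcript clusters that have a symbol here (106) and at the 2-fold threshold that the methods name for the in silico prediction (135). Neither compares like with like, since 58 of the 123 names in Table S2 match a gene with a symbol here and Table S2 holds 28 entries at 2-fold or more. Among genes with a symbol here, 62 met the thresholds by the methods' t-test, against 58 matched names of Table S2, and 57 are shared. The count differs by more with an intensity trend (563), the methods' t-test (272), the replicate number as a block (568), array medians centred (488), cyclic loess (593), dim transcript clusters left out (293), array weights (1549), an adjusted p in place of p (2) or any one array left out (547 to 2419).

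For FAR2P1 the paper's fold change in Table S2 is −2.08, and the fold change here was 1.12 in its only transcript cluster with a symbol here. With most transcript clusters unnamed here, whether Table S2 lists the same one is not known. It differs under each of the 13 alternatives set before the data were examined that give a value, with −1.06 under array weights and 1.01 without overexpression replicate 3 the values nearest to the paper's. The other 57 matched genes of Table S2 had a fold change within 0.02 of the paper's. 

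The paper's methods filter the expression data at 2-fold before the target prediction, and the selected genes LAYN and SMAD2 were 1.57-fold and 1.52-fold lower here, as in the paper's own Table S2 under that threshold. Table S2 comes from these same arrays. By qRT-PCR the paper names LAYN, but not SMAD2, among the genes that were significantly lower. The results cite Table S1 for the list of downregulated genes that stands in Table S2.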

Other observations

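The test of the shared component against the hypoxia list was set before its result was seen, and the requirement on a standard error was added after.

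Of the gene lists not described above, none passed with camera in the main setting. The list of cholesterol synthesis had the largest positive median, 0.15 over 16 genes (adjusted p = 0.168), with FDPS at 0.41, MVK at 0.36 and TM7SF2 at 0.34. Immediate early genes had a median of 0.094 over 17 genes (adjusted p = 0.0744), with EGR1 at 0.64, KLF4 at 0.37 and JUNB at 0.31, and the list passed with array weights (adjusted p = 0.0227) and without control replicate 1 (0.0162) or overexpression replicate 1 (0.0314). Stemness genes of the mammary gland had a median of 0.080 over 14 genes (adjusted p = 0.141), with SOX9 at 0.64 and KLF4 at 0.37, and passed without overexpression replicate 2 (median 0.19, adjusted p = 0.0172). Among cancer-testis antigens PRAME was higher adjusted over the list alone, by 0.59, and GAGE2A had a log2 fold change of −0.62 (camera over 5 genes, adjusted p = 0.935). Among 31 interferon-stimulated genes CD274, which is in Table S2, had a log2 fold change of −0.87 and did not pass adjusted over the list alone (camera, adjusted p = 0.463). Genes of the integrated stress response had VLDLR at −0.55 and PSAT1 at −0.32 (camera, adjusted p = 0.465).

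Leukocyte genes, as markers of another cell type, had a median of 0.12 over 11 genes with 10 above 0 (adjusted p = 0.0768), led by CD14 at 0.46, and passed without overexpression replicate 2 (median 0.16, adjusted p = 0.0389). Luminal mammary genes had a median of 0.066 over 21 genes (adjusted p = 0.524). Mesenchymal genes had a median of −0.0049 (adjusted p = 0.957), FOXO-induced genes 0.0059 (adjusted p = 0.895), NF-kB and inflammatory cytokines −0.0025 (adjusted p = 0.748), microRNA pathway genes −0.055 (adjusted p = 0.465) and ribosomal protein genes 0.042 (adjusted p = 0.622). The list of mitochondrially encoded RNAs had 0 members with a symbol here.

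The 50 nearest measured neighbours of CORO2A had a median log2 fold change of −0.098 (percentile 34.2 among windows of that size), and the 41 measured at PLD5 one of −0.16. Without control replicate 2 the medians at RAP2B, PIK3CB, CORO2A and PLD5 were −0.083, −0.095, −0.028 and −0.055, without control replicate 1 they were −0.56, −0.42, −0.20 and −0.28, and with the shared component as a covariate −0.10, −0.10, −0.052 and −0.060. Of 151 blocks of neighbouring genes, 33 lay lower and 32 higher with the preset correlation, and 0 passed with an estimated correlation. The block from MAML2 to USP2 that holds LAYN was not among them (median −0.020, adjusted p = 0.683), while over all genes with a symbol here the block from CUL5 to APOA4 that holds LAYN lay lower (median −0.10, adjusted p = 0.00329).

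Hypoxia-induced genes may lie lower because of the shared component across arrays, and this was tested with that component as a covariate. The median was then −0.13 (camera adjusted p = 0.00109). The list still passed, and the median met the bound of −0.1 set beforehand against this explanation, while its median loading on the component was 0.036, against −0.48 for G2/M genes. The median lies past the bound by less than 0.066, the standard error of the group term for the list's median signal per array. That is not the spread of the median fold change, which was not computed. Only the requirement on this standard error, added after the value was seen, leaves open whether the component and the overexpression can be told apart for this list.

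The 10 splits of the 6 arrays are too few for a share under 0.05. The real split gave 2 transcript clusters at an adjusted p under 0.05 and the highest of the others 0, and for the genes of Table S2 lower at an unadjusted p under 0.05 it gave 57 and the highest of the others 5, an outcome fixed by the choice of Table S2 on the real groups. For transcript clusters at least 1.5-fold lower the real count was 539 and for higher ones 372, and the highest of the others was 2502 for each, where the direction of another split is not defined and the larger of its 2 directions was taken for both. For gene lists the real count was 2 and the highest of the others 3, and for blocks it was 65 and the highest of the others 91. Counts as large as the real one came from 1 split for the adjusted count and for Table S2, 4 for lower and 5 for higher transcript clusters, 3 for lists and 6 for blocks, the real split included.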
